# Barcoded oligonucleotides ligated on RNA amplified for multiplexed and parallel *in situ* analyses

**DOI:** 10.1093/nar/gkab120

**Published:** 2021-03-08

**Authors:** Songlei Liu, Sukanya Punthambaker, Eswar P R Iyer, Thomas Ferrante, Daniel Goodwin, Daniel Fürth, Andrew C Pawlowski, Kunal Jindal, Jenny M Tam, Lauren Mifflin, Shahar Alon, Anubhav Sinha, Asmamaw T Wassie, Fei Chen, Anne Cheng, Valerie Willocq, Katharina Meyer, King-Hwa Ling, Conor K Camplisson, Richie E Kohman, John Aach, Je Hyuk Lee, Bruce A Yankner, Edward S Boyden, George M Church

## Abstract

We present **b**arcoded **o**ligonucleotides **l**igated **o**n **R**NA **a**mplified for **m**ultiplexed and parallel ***i****n****s****itu* analyses (BOLORAMIS), a reverse transcription-free method for spatially-resolved, targeted, *in situ* RNA identification of single or multiple targets. BOLORAMIS was demonstrated on a range of cell types and human cerebral organoids. Singleplex experiments to detect coding and non-coding RNAs in human iPSCs showed a stem-cell signature pattern. Specificity of BOLORAMIS was found to be 92% as illustrated by a clear distinction between human and mouse housekeeping genes in a co-culture system, as well as by recapitulation of subcellular localization of lncRNA *MALAT1*. Sensitivity of BOLORAMIS was quantified by comparing with single molecule FISH experiments and found to be 11%, 12% and 35% for *GAPDH*, *TFRC* and *POLR2A*, respectively. To demonstrate BOLORAMIS for multiplexed gene analysis, we targeted 96 mRNAs within a co-culture of iNGN neurons and HMC3 human microglial cells. We used fluorescence *in situ* sequencing to detect error-robust 8-base barcodes associated with each of these genes. We then used this data to uncover the spatial relationship among cells and transcripts by performing single-cell clustering and gene–gene proximity analyses. We anticipate the BOLORAMIS technology for *in situ* RNA detection to find applications in basic and translational research.

## INTRODUCTION

Spatial transcriptomics is a rapidly evolving field, with recent developments in multiplexed *in situ* technologies paving the way for spatial imaging of the genome and transcriptome at an unprecedented resolution (1). Spatial profiling of gene expression patterns in cells of a given tissue can provide intricate molecular maps, thus allowing quantification of transcripts and understanding of cellular function in a particular environment. We proposed the idea of *in situ* DNA amplification using PCR in 1999 (2) and advanced this method to a technology called Fluorescent *In Situ* Sequencing (FISSEQ) in 2003 that used fluorescent deoxynucleotides for sequencing polonies (3,4). FISSEQ enables high-throughput multiplexing along with high resolution imaging of targets, while keeping morphology of the samples intact, thus preserving the cellular context, as compared with bulk sequencing methods. Although our idea of performing FISSEQ in cells was intrinsic to its conception, it was from 2013 onwards that the generation and sequencing of highly multiplexed and spatially resolved *in situ* RNA libraries in cells and tissues was demonstrated (5,6). While FISSEQ offers *de novo* transcriptome sequencing and therefore is not targeted to specific transcripts, the detection efficiency and sensitivity is low (<0.005%) (7).

Targeted *in situ* detection of messenger RNA (mRNA) gives higher efficiency by reducing background (by relieving crowding of targets and competition for reagents compared to whole-transcriptome), thereby increasing the signal-to-noise ratio. This can be achieved by using barcoded padlock probes designed for specific targets, amplifying the circularized probes and sequencing the barcodes over multiple rounds. This method provides a means to map the expression profile of a subset of transcripts and compare it to the expression levels in surrounding cells in a given tissue.

Padlock probes have been demonstrated for *in situ* sequencing for multiplexed transcriptomics, with single-base resolution on a small number of transcripts (6). However, in both this method and FISSEQ, detection efficiency is a function of the reverse transcription (RT) step, that results in a DNA–RNA hybrid, after the formation of which the RNA needs to be digested away to expose the cDNA. Thus, this RT step is subject to noise resulting from variable priming efficiency and random priming induced bias (8). Locked nucleic acid modified primers have been demonstrated to increase RT efficiency with padlock probes, but require careful calibration and can be cost-prohibitive for genome-wide applications (5,6,9).

Previously described spatial transcriptomic technologies that do not require reverse transcription include MERFISH (10,11), SeqFISH+ (12,13) and STARmap (14). Both MERFISH and SeqFISH+ require the targets to be at least around 1kb to produce enough space for encoding probes to hybridize, limiting the detection of short transcripts. STARmap devised a smart strategy of direct short-footprint RNA targeting using SNAIL (specific amplification of nucleic acids via intramolecular ligation) probes, where two pieces of DNA probes act together to create a circular template upon co-hybridization to the same RNA molecule. The template length required by SNAIL probes is 40–46 nucleotides (nt). Although much shorter than MERFISH and SeqFISH+, SNAIL probes used by STARmap do not have the potential to distinguish finer distinctions between transcripts like point mutations or targeting even shorter transcripts like microRNAs (miRNAs).

To overcome these issues related to the RT step and requirements for long target sequences, we developed BOLORAMIS (barcoded oligonucleotides ligated on RNA amplified for multiplexed and parallel *insitu* analyses), a reverse transcription-free direct RNA detection method. In this study, we have optimized probe design, demonstrated specificity and sensitivity, as well as multiplexing capabilities of the method on a set of 96 genes. BOLORAMIS is based on combinatorial molecular indexing combined with direct RNA-dependent ligation and clonal amplification of barcoded padlock probes. In this method, after cell fixation and permeabilization, the probes are added so that they directly hybridize to RNA molecules – thus eliminating the need for conversion of the RNA to cDNA by RT. The probes are then ligated using SplintR Ligase (15) and subjected to rolling circle amplification (RCA) to produce amplicons. The amplicons are then crosslinked to the cellular matrix to prevent translocation and the barcodes are detected by fluorescent *in situ* hybridization (FISH) or sequenced *in situ* to get a high-resolution imaging readout of the bases they encode, to thereby reveal probe identity (Figure 1A). We demonstrate that BOLORAMIS works on diverse cell and tissue types including human cerebral organoids. Using our BOLORAMIS method, we were able to map the spatial patterns of cells and genes by targeting 96 mRNAs within a co-culture of iNGN neurons (16) and HMC3 human microglial cells (17).

**Figure 1.**
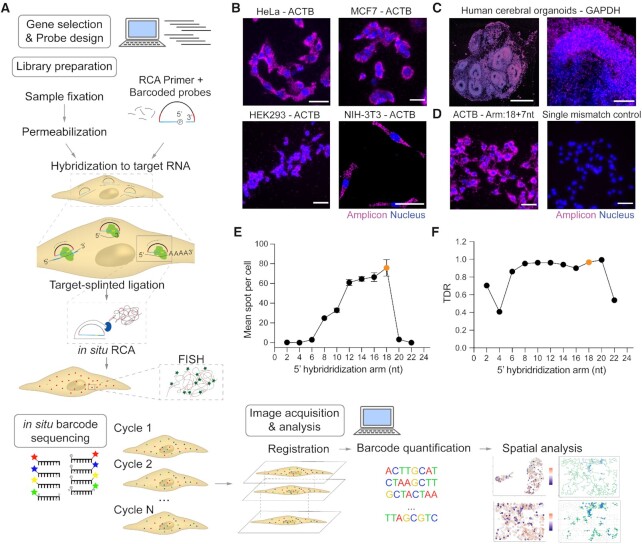
BOLORAMIS workflow and probe optimization. (**A**) Schematic of BOLORAMIS workflow. Colors in barcoded probes: blue – hybridization arm, red – barcodes, black – RCA priming region. Example images of BOLORAMIS library preparation on (**B**) HeLa (scale bar: 50 μm), HEK293, MCF7, NIH-3T3 cells and (**C**) human cerebral organoids (scale bar: left 500 μm, right 100 μm). (**D**) Representative image of *ACTB* probe with 18 nt 5′ arm and 7 nt 3′ arm; and its ligation junction single mismatch control (scale bar: 50 μm). (**E**) Mean spot per cell and (**F**) true discovery rate (TDR, see Materials and Methods) for *ACTB* in HeLa cells with the 5′ hybridization arm from 2 nt to 22 nt. Orange dots are 18 nt.

## MATERIALS AND METHODS

### Cell culture

Regular maintenance and passaging of cells were performed in standard tissue culture plates. HeLa, MCF7, NIH-3T3 and HMC3 (ATCC, CRL-3304) cells were cultured in DMEM/F12 (with 10% Fetal Bovine Serum (FBS)) changed every 48 h. Uninduced PGP1 iNGN cells were cultured as described earlier (16). Briefly, tissue culture plates were precoated with Matrigel (Corning, 354277) following manufacturer's instructions. Induced pluripotent stem cells (iPSCs) were maintained in mTeSR1 (Stemcell Technologies, 05850) changed every 24 h. For passaging, cells were incubated with TrypLE Express Enzyme (Thermo Fisher Scientific, 12604013) for 1–5 min in the incubator until cells started to detach. 1.5× volume of culture media were added to terminate the digestion. After gentle aspiration, the entire volume was collected and centrifuged at 300 g for 5 min. Supernatant was removed and cells were resuspended in culture media. Cells were counted and re-plated to reach 80% confluency after 4 days. iPSCs were re-plated in fresh mTeSR1 media containing 10 μM Y-27632 (ROCK inhibitor) (Stemcell Technologies, 72302). For BOLORAMIS library preparation and imaging, all cell lines used in this paper were plated on removable chambered coverglass (Grace Bio-Labs, 112358). For the co-culture of iNGN with HMC3, monoculture of iNGN iPSCs were induced with 0.5 μg/ml doxycycline (Sigma, D3072) after passaging for 4 days. On day 3, monoculture of HMC3 were dissociated and added to the culture of iNGN for 24 h prior to fixation.

### BOLORAMIS library preparation for non-384 well experiments

Cells were fixed with 4% paraformaldehyde (Electron Microscopy Sciences) for 15 min, rinsed with phosphate-buffered saline (PBS) (Life Technologies) and permeabilized with 0.25% Triton X-100 (Thermo Fisher Scientific) for 15 min. Padlock probes (1 μM final probe concentration for singleplex experiments, 10 μM for multiplexed experiments) along with RCA primer (1:1 mole ratio) in Hybridization Buffer (10% formamide in 6× Saline Sodium Citrate (SSC) buffer) were added to the sample and incubated for 1 h at 37°C, followed by three 5-min washes with Hybridization Buffer to remove excess unhybridized primer and probe, followed by a wash with 1× SplintR Ligase buffer. Ligase mix containing 210 nM (1:50) SplintR Ligase (New England Biolabs) in 1× SplintR Ligase Reaction Buffer was added to the sample and incubated for 1 h at room temperature followed by three rinses with the Hybridization Buffer to remove the unligated products and enzyme. The samples were then incubated with the RCA Mix (1 U/μl NxGen Phi29 DNA polymerase (Lucigen), 250 μM dNTPs, 200 μg/ml BSA (New England Biolabs), 40 μM Amino-Allyl dUTP (Invitrogen)) in 1× Phi29 DNA Polymerase Buffer for 2 h at 37°C followed by three 5-min washes with 2× SSC buffer. Finally, the samples were stained with 500 nM Cy3 or Cy5 labelled fluorescent probes in 6× SSC for 30 min, washed with 6× SSC to remove unbound fluorescent probes.

### Generation of cerebral organoids

Cerebral organoids were differentiated from human iPSCs (MH0185983) established elsewhere (18) using a previously described protocol with modifications (19). Approximately 900 000 iPSCs were seeded into a 96-well ultra-low attachment plates (Corning) with 150 μl of mTeSR1 (Stemcell Technologies) and 50 μM ROCK inhibitor (Santa Cruz Biotechnology), to obtain embryoid bodies (EBs). The media was replaced with 200 μl of neural induction media on day 4 when EBs were about 600 μm in diameter. After 3 days, 100 μl of the media in each well was replaced. On day 9, each organoid was placed on parafilm compression, and 35 μl of Matrigel (Corning, 354234) was used for embedding. About 10 embedded organoids were transferred into one six-well of an ultra-low attachment plate (Thermo Fisher Scientific) containing 5 ml of differentiation media (without vitamin A) with 1% antibiotic-antimycotic (penicillin, streptomycin and amphotericin B). On day 15, media was changed to differentiation media containing vitamin A and 1% antibiotic–antimycotic, and plates were placed on an orbital shaker at 90 rpm in the incubator at 37°C.

### Organoid sectioning

46-day old organoids were fixed overnight at 4°C on a shaker followed by 3× 30 min washes with PBS at room temperature. Subsequently, fixed organoids were embedded in optimal cutting temperature (OCT) compound followed by rapid freezing on a metal block semi-submerged in liquid nitrogen. The frozen OCT blocks were trimmed and sectioned at 20 μm thickness onto Superfrost Plus slides using the Microm HM505E cryostat.

### Library preparation protocol for organoids

Slides containing two 20 μm thick organoid sections were dehydrated with increasing amounts of ethanol from 70 to 100% and left in 100% ethanol for 1 h at room temperature. Barriers were drawn around sections using a hydrophobic pap pen, then sections were permeabilized in Triton X-100 in PBS for 15 min at room temperature. Sections were hybridized with probes in hybridization buffer (10% formamide, 6× SSC), with 100 μM probes and 200 μM RCA primer for 1 h at 37°C.

Next, the sections were rinsed once with SplintR Ligase buffer and then ligated with SplintR Ligase (New England Biolabs) for 1 h at room temperature. After ligation, sections were rinsed in Phi29 buffer three times, then incubated in Phi29 RCA mixture containing Phi29 (Lucigen), Phi29 buffer (Lucigen), 10 mM dNTPs, 2 mM aminoallyl-dUTPs, 20 mg/ml BSA and water at room temperature overnight. The next day, sections were rinsed in 10 nM MES buffer (Alfa Aesar) solution and then crosslinked for 1 h at room temp with 50 mM HEPES buffered saline, and BS(PEG)_9_. After 1 h, 20 μl 1 M Borate buffer was added to each section for 15 additional minutes. Sections were then washed for 30 min with 1 M Tris and rinsed three times with PBS. Then FISH probes were added in a solution of hybridization buffer at a final concentration of 0.5 μM FISH probes with 1 μg/ml DAPI (Invitrogen). Sections were covered from light and incubated for 30 min at room temperature. Finally, sections were rinsed three times with hybridization buffer to wash off probes and then were ready for imaging.

### Imaging organoids

Images were taken on a Nikon Ni-E upright fluorescence microscope using a LED fluorescent light source (Sola SE2). Images were obtained using a CFI Plan Apo Lambda 10× objective (NA = 0.45) and a CFI Plan Apo VC 60× water immersion objective (NA = 1.2). Images were obtained with a Hamamatsu Flash 4 v3 sCMOS camera using Nikon Elements imaging software.

### Single molecule FISH (smFISH)

smFISH probes for *GAPDH* (SMF-2026-1), *POLR2A* (SMF-2003-1) and *TFRC* (SMF-2006-1) were acquired from Stellaris. smFISH was performed according to manufacturer's instructions (‘Stellaris RNA FISH Protocol for Adherent Cells’). Cells were cultured on removable chambered coverglass (Grace Bio-Labs, 112358) prior to fixation of the smFISH samples.

### Image acquisition for low-plex BOLORAMIS and smFISH

Images were acquired on a Nikon Ti2 Eclipse inverted microscope using a Plan Apo Lambda DM 60× (1.4 NA, Ph3) oil objective and an Andor Zyla sCMOS camera. Images were acquired using the NIS-Element AR software.

### Amplicon and puncta quantification for low-plex BOLORAMIS and smFISH

For optimization of probe configurations, specificity and sensitivity test, BOLORAMIS amplicons and smFISH puncta were quantified in Fiji. Image stacks were combined by maximum intensity projection, followed by background subtraction, with a rolling ball radius of 10 for BOLORAMIS and 2 for smFISH. Images were also smoothed by default settings in Fiji. To quantify the number of spots in each cell, single cells were manually cropped out and spots were counted using the 2D/3D particle tracking function in the Mosaic plugin.

### TDR calculation for optimizing probe configuration

A set of 11 probes targeting ACTB mRNA was designed such that the 5′ hybridization arm length was systematically varied at two base intervals. The total hybridization region was kept constant at 25 nt, and the same ligation junction (dA/A) was maintained for all sets. As a control, another set of 11 probes targeting *ACTB* was designed with only one base mismatch at the 3′ ligation junction (A>T). Targeted detection was performed as follows: Confluent cultures of HeLa-Cas9 cells (Genecopoeia, SL503) were treated with 0.05% trypsin–EDTA (Life Technologies), re-suspended in 1× DMEM (Invitrogen) and seeded on six channel flowcells (μ-Slide VI0.4 ibiTreat, Ibidi). BOLORAMIS library preparation and image quantification were performed as described above. True discovery rate (TDR) is defined as the percentage of total signal observed from a perfectly matched (M) probe as compared with the sum signal of a matched and mismatched (MM) probe calculated as (M/(M + MM)) × 100. For example, if a matched probe results in a mean count of 99 spots/cell, and a mismatched probe results in a mean count of 1 spot/cell, then the TDR is 99%.

### Bulk RNA sequencing library preparation

HMC3 cells cultured in six-well plates were treated with 600 μl TRIzol (Thermo Fisher Scientific, 15596018) directly on the plate. The solution was used for total RNA extraction using Direct-zol RNA MiniPrep Kit (Zymo Research, R2050). RNA amount was quantified using Qubit RNA HS Assay Kit (Thermo Fisher Scientific, Q32852) and RNA integrity was checked by the presence of 18S and 28S bands on a 2% E-Gel EX Agarose Gel (Thermo Fisher Scientific, G402002). 1 μg RNA was used for library preparation using NEBNext Ultra II Directional RNA Library Prep Kit (New England Biolabs, E7760S) following the manufacturer's instructions on combined usage with NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, E7490). Library QC and sequencing was performed by the Biopolymers Facility at Harvard Medical School.

### Analysis of RNA sequencing data

A human genome reference index was built by STAR 2.5.2b using genome primary assembly (ftp://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_human/release_27/GRCh38.primary_assembly.genome.fa.gz) and annotation file (ftp://ftp.ebi.ac.uk/pub/databases/gencode/Gencode_human/release_27/gencode.v27.primary_assembly.annotation.gtf.gz) from GENCODE. Read alignment and quantification were performed using STAR -quantMode GeneCounts. 

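The gene counts deposited from STAR give each gene 3 counts, for unstranded reads and for reads of the forward and of the reverse strand. VIM, which encodes the intermediate filament vimentin, had a mean count of 17433 in the 3 HMC3 libraries on the reverse strand and of 5876 in the unstranded column, where read pairs that overlap genes on both strands are left out as ambiguous. IGFBP7, a secreted protein that binds insulin-like growth factors, had mean counts of 724 on the reverse strand and 411 in the unstranded column. PROCR, the endothelial protein C receptor, had 568 and 378. CRMP1, a phosphoprotein of growing axons, went the other way, with 27.7 on the reverse strand and 51.3 unstranded. In the 7 libraries of HMC3, MCF7 and PGP1 fibroblasts the forward column held 5.43% to 6.21% of the read pairs in the stranded columns, so the reverse column was used for every value. The share of ambiguous read pairs was 2.45% to 3.67% for the reverse column and 6.55% to 8.37% for the unstranded one.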

Raw RNA-seq data for day 4 iNGN were acquired from GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60548). HMC3 and iNGN gene expression counts were normalized by the total aligned reads number per sample. Differential gene expression analysis was performed using DESeq2 (20).

### BOLORAMIS probe design

All mRNA-targeting probes were 60 nucleotides (nt), with a 25-nt RNA targeting region and a 35-nt barcoded linker. The barcoded linker sequence consisted of a universal 23-nt sequencing anchor, flanked by two 6-base filler sequences (Supplementary Table S1). For the 96-plex experiment, the two 6-base filler sequences were modified to be an 8-base barcode downstream of the sequencing adapter and a 4-base barcode upstream that is identical to the last 4 nt of the 8-base barcode. Because nonamer sequencing was shown to be more reliable within 4 bases (21) from either direction, the 4-base barcode on one side was copied from the 5–8 position of the 8-base barcode on the other side. This design would allow future attempts of sequencing using SOLiD or Illumina SBS chemistry, which only goes from 5′ to 3′ direction. The sequencing anchor was used for FISH and *in situ* sequencing. Phosphorylated probes were ordered from IDT in 10 nanomoles scale, at a stock concentration of 100 μM in plate format, allowing rapid design-build-test cycles.

To design specific and efficient probes for the 96-plex experiment, factors considered included off-target sequence in the transcriptome, ligation junction compatibility with SplintR (22) and probe secondary structure. Target isoforms were manually picked to be the dominant isoform according to Ensembl Genome Browser and broken up into all possible 25-mers, avoiding homotetrapolymers of guanine. Updated code available at https://github.com/pawlowac/BoloramisProbeDesign now avoids homotetrapolymers of cytosine as well. A reference database was created from the Human Gencode (23) GRCh38 release 29 by removing any genes with baseMean < 10 using DESeq2 (20) found during the RNA-seq experiment described above, leaving 15 596 out of 56 653 genes to search for potential off target hybridization of BOLORAMIS probes. 

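Of the 57023 genes kept, 12390 had a mean count of at least 10 in the 3 HMC3 libraries. They included all 40 HMC3-enriched targets of the multiplexed experiment, from TLR4, a receptor for bacterial lipopolysaccharide, with a mean count of 52.3, to FLNA, the actin cross-linker filamin A, with 20260. All 16 common targets were among them too. Of the 40 iNGN-enriched targets 5 reached this level, namely CALM3, PCBP4, KIF5C, MLLT11 and CRMP1, and the next highest, the neuronal intermediate filament gene PRPH, had a mean count of 4.67. A minimum mean count of 5 gave 13580 genes and one of 20 gave 11281. The counts are raw, not divided by size factors, and the iNGN libraries, which the paper's baseMean also covers, were not analysed here.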

Off-target hybridization was evaluated with Bowtie2 (24) v1.2.3 with the following flags; -D 20 -R 3 -N 1 -L 9 -i L,0,0.8 –gbar 13 -k 50000 –score-min C,-42,0. Bowtie2 results were parsed for probes with at least six mismatches to a non-target mRNA. Secondary structure can have an impact on target hybridization and probe ligation, so potential secondary structure of the final probe sequence (hybridization arms + adapter + barcode) was predicted using RNAfold (25) v2.4.11 and the dna_matthews2004.par (26) model for DNA. RNAfold was used with the following flags; -p -d2 –noLP –noPS —noconv –MEA. Probes were ranked by the free energy of secondary structure, and the top 10 probes with the least secondary structure were chosen if >10 probes were found. Probes were ordered with a 5′ phosphate required for SplintR ligation.

### Barcode design with Hamming distances and error correction

8-base barcodes with a Hamming distance of 3 were designed using the create.dnabarcodes (8, dist = 3) function in DNABarcodes R package (27). For error correction, all non-perfect matching barcodes were calculated for their Hamming distance to all 173 reference barcodes. Any barcode with a minimum distance >2 to reference barcodes were discarded. Any barcode with a non-unique minimum distance to reference barcodes were also discarded. All non-perfect matching barcodes with a unique minimum distance of one or two to one of the reference barcodes were assigned the identity of that reference barcode.

### Nonamer *in situ* sequencing-by-ligation

Nonamer sequencing was performed following published protocol (21) with modifications. To minimize amplicon movement during eight rounds of *in situ* sequencing (Supplementary Figure S8), amplicons were fixed using BS(PEG)_9_ (Thermo Fisher Scientific, 21582) by crosslinking incorporated aminoallyl-dUTP (Thermo Fisher Scientific, R1101) with surrounding proteins. After RCA, the sample was gently rinsed once with 10 mM MES, pH 6.5. Amplicon fixation buffer (for 200 μl, use 172 μl water, 4 μl 500 mM MES, pH 6.5, 4 μl BS(PEG)_9_, spike in 20 μl 1 M Borate halfway at 15 min) was added to the sample for 30 min at room temperature. Fixation reaction was quenched by 1 M Tris–HCl, pH 8.0 and sample was rinsed three times with 1× PBS.

For nonamer sequencing, all steps were performed on a microscope stage where the sample was fixed in place. All steps were performed at room temperature unless specified otherwise. Sample was incubated with sequencing anchor mix (1:100 dilution, anchor stock 100 μM, in hybridization buffer (6× SSC + 10% formamide)) for 15 min, followed by three 1-min washes with 6× SSC and one rinse with 1× T4 Ligase buffer. Nonamer mix (for 200 μl, use 168 μl water, 10 μl T4 DNA Ligase, 2 μl 100 μM nonamer stock, 20 μl 10× T4 Ligase buffer) was added to the sample for 45–60 min, followed by three 1-min washes with 6× SSC. Sample was imaged for this sequencing position. Nonamers were stripped away by incubating with stripping buffer (for 1000 μl, use 800 μl formamide, 10 μl 0.01% Triton-X-100, 190 μl water) preheated to 80°C three times for 3 min each. Three rinses with 6× SSC was performed to remove residual formamide and the sample was ready for the next sequencing round.

### Image acquisition for *in situ* sequencing

*In situ* sequencing was performed on a Nikon Ti-E Inverted Microscope with PFS3 Yokogawa CSU-X1 spinning disc confocal (Nikon). Sample was fixed on the microscope stage during the eight rounds of nonamer sequencing. Sample was imaged with a 40× NA 1.1 CFI Lambda S Apo LWD 4 Water Immersion Objective Lens (Nikon, MRD77410). Each field of view (FOV) was 1600 × 2048 px with a 20% overlap between tiles in a 5 × 5 tile scan. 63 z-stacks with a 500-nm step size were taken for each FOV. LUNV NIDAQ lasers (488, 561, 594, 640 nm) with 8900 Sedat Quad dichroic mirrors (425–477, 503–542, 571–628 and 661–728 nm) were used to distinguish the four fluorophores (FAM, Cy3, Texas-Red, Cy5) in the nonamer mix.

### *In situ* sequencing data pre-processing

*In situ* sequencing data analysis were performed as described in Alon *et al.* (28). Briefly, the pipeline included four major steps: feature-based 3D registration, background subtraction, amplicon segmentation, and basecalling. Feature-based 3D registration was conducted in three steps: keypoint detection, feature construction at a keypoint, and feature matching. The matched features were then used to create corresponding points between different images, which were then used to calculate a warp of the processed image into the coordinate space of the reference image. Registered imaged were then manually inspected in FIJI and the non-uniform background signal were subtracted by applying a morphological opening operation of 5-pixel size, which was subtracted from the original image. Any negative values were converted to zero. To identify amplicons produced by RCA, a watershed transform method was used. To increase the signal, grayscale 3D images after registration and background subtraction from all *in situ* sequencing rounds were summed to create a composite image. This composite image was interpolated via a shape-preserving piecewise cubic interpolation in Z and punctate signal was amplified using a Difference of Gaussians filter. The filtered image was binarized using the Otsu method and segmented using the watershed transform. The segmented image was uninterpolated in Z back into the original image dimension. For basecalling, the pixels for the four-color channels in each sequencing round were quantile normalized to account for different fluorophore characteristics. For each amplicon, the normalize intensities for each channel were sorted and the averages of top 30 pixels were compared. The highest channel was selected as the color identity of this amplicon in this *in situ* sequencing round. After all eight sequencing rounds were basecalled, an eight-base barcode was concatenated for each amplicon and mapped to the reference barcode list.

### Cell segmentation

Cell segmentation was performed on z-projected, stitched DAPI (nucleus) + FISH (all amplicon) images according to previous description (29). Briefly, the raw confocal image was first processed with a gray morphology top-hat filter to reduce background noise. To assign individual amplicons to individual cell nuclei, DAPI channel was segmented by first extracting the tensor structure energy, then by binary segmentation and water-shedding. The perinuclear zones were then obtained by sequential dilatations on the binary segmented cell nuclei. Cell nuclei were then assigned to perinuclear zones by a point-in-polygon algorithm. The amplicon number, position within perinuclear zone, and position of a given cell nuclei were used as input for an affinity propagation clustering algorithm (30), with a negative-squared-distances similarity measure. The initial number of clusters was set to the number of segmented cell nuclei using the apclusterK function in the apcluster R package (31).

### Single-cell spatial analysis

Single-cell spatial analysis was performed with Giotto R package (32). Gene and cell filters used in this study were: expression_threshold = 1, gene_det_in_min_cells = 5, min_det_genes_per_cell = 15. For clustering, shared nearest neighbour (sNN) network was created with 5 dimensions and 15 neighbors. A Leiden community detection algorithm was used on the sNN-network with 0.1 or 0.2 resolution and 100 iterations. Cluster markers were identified by using MAST method on the scaled expression matrix with a *P*-value threshold of 0.01 and log FC threshold of 0.5. For Delaunay spatial network creation, distance cutoff for the nearest neighbors was 400 and minimum nearest neighbor was 2.

## RESULTS

### Optimization of BOLORAMIS probe design

The workflow of BOLORAMIS consists of the following steps (Figure 1A): (i) gene selection and probe design; (ii) library preparation; (iii) FISH or *in situ* sequencing; (iv) image acquisition and quantification. First, genes are selected and probes to these genes are designed using our software. Next, library preparation is performed on a cell line of interest. During library preparation, cells are fixed and permeabilized, followed by hybridization of probes and RCA primers. Hybridized probes to the target are then circularized with SplintR Ligase to create RCA templates. The circular templates are amplified using the highly processive Phi29 DNA polymerase to produce amplicons. Amplicons are then visualized by FISH or *in situ* sequencing depending on the study design. Image acquisition of the amplicons observed as puncta in each cell is done and the puncta number is quantified.

To demonstrate that BOLORAMIS library preparation works on diverse sample types, we targeted abundant housekeeping genes like *ACTB* in cell lines (HeLa, MCF7, HEK293, NIH-3T3) (Figure 1B) and *GAPDH* in sections of human cerebral organoids (18,19) (Figure 1C). After library preparation and FISH (Materials and Methods), dense amplicons generated from RCA of the targeted probes bound to these abundant genes were observed in all sample types, demonstrating the broad applicability of BOLORAMIS. Previous studies on SplintR-mediated ligation showed that ligation efficiency and specificity could be affected by the length of 5′ and 3′ hybridization arms (15,22). The hybridization length used in this study was 25 nt; together with 23 nt of RCA primer and 12 nt of barcode, the total length of our probe is 60 nt. This design is long enough for sequence-specific detection (data below) and short enough for cost-friendly synthesis where generally there is a large increase in cost from ≤60 nt to >60 nt. To our knowledge, our probe length is the shortest compared with previously published work on SplintR-based *in situ* detection, which are around 90 nt (33–35).

To determine the best position for placing the ligation junction within the 25 nt region, we designed probes targeting *ACTB* with 5′ hybridization arms ranging from 2 nt to 22 nt, together with their negative control probes with a single mismatch at the ligation junction targeting the exact same region of the *ACTB* gene (Supplementary Table S1). We quantified the number of amplicons per cell to assess the relative efficiency of these positions and calculated true discovery rate (TDR, Materials and Methods and Supplementary Table S4) to assess their accuracy. The probe that produced maximal amplicon and also had a high TDR value was the one which had 18 nt on the 5′ arms and 7 nt on the 3′ arms (Figure 1D–F; Supplementary Figure S1). This probe configuration was used for downstream studies. It is worth noting that even when targeting a gene as abundant as *ACTB*, a single mismatch at the ligation is enough to abolish over 95% of the signal in the 18 + 7 nt group. This indicates that if the ligation junction is placed exactly upon a point mutation within a transcript, BOLORAMIS probes have the potential to detect the single point mutation.

### Singleplex detection of coding and non-coding RNAs using individual probes

To determine if BOLORAMIS can work on a wide range of RNA targets in addition to abundant genes such as *ACTB* and *GAPDH*, we evaluated BOLORAMIS’ performance in detecting coding and non-coding RNA targets, individually, in a biologically meaningful context. We designed 77 probes targeting 77 miRNAs and 192 probes targeting 77 mRNA of transcription factors (TFs), expressed at varying abundance levels in human iPSCs (Supplementary Methods, Supplementary Table S2) (16). Multiple probes targeting different regions of the same TF transcripts were designed to evaluate the variability in detection. Because the mature miRNAs we chose to target have a length between 18–23 nt, which is shorter than 25 nt, the following parameters were applied during probe design: (i) that the entire length of the miRNA (18–23 nt) is used for targeting; (ii) that the 3′ arm is at least 7 nt and (iii) that poor ligation junctions are avoided, as listed in Supplementary Figure S7. Each probe was tested individually *in situ* in PGP1 human iPSCs in 384-well plates. Single-cell spot counts were quantified from a total of 217 206 human iPSCs using automated imaging and an image-processing pipeline (Supplementary Figure S2, Supplementary Methods).

On the whole, BOLORAMIS expression values in human iPSCs were indicative of a stem cell expression signature (Supplementary Figure S3). Of note, some of the highest ranked mRNAs corresponded to pluripotency markers (*ZFP42*, *GATA2*, *SMAD1*, *ID1*, *KAT7*, *OCT4*, *SOX2*, *NANOG* and *ZFX*) (Supplementary Figure S3A). Conversely, mRNAs with the lowest BOLORAMIS single-cell expression values were associated with promoting cellular differentiation. For example, the lowest ranked TFs were *NR61A*, *NEUROG1*, *LIN28B*, *TAL1*, *NR4A2*, *CREB1*, *OLIG2* and *NEUROG2* (Supplementary Figure S3A). Example microscopy images used for quantification are shown in Supplementary Figure S4. Single cell BOLORAMIS expression counts varied between 1–1000 spots/cell with a mean of 53.8 ± 74.9 SD. The highest detected mean BOLORAMIS expression value was 236.95 amplicon/cell (*ZFP42*, a pluripotency gene, Supplementary Figure S3B), which is comparable with the reported upper-limit of high-throughput branched DNA (bDNA) smFISH detection at similar magnification (36,37).

We next compared BOLORAMIS mRNA measurements with published RNA-seq values. Overall, BOLORAMIS probes exhibited a low-positive correlation with bulk RNA-seq values (Pearson's *r*: 0.142). We suspect that the low correlation might likely be resulting from the variable efficiency between single probes to detect their targets. To test this hypothesis, we calculated the coefficient of variation (COV) of amplicon number generated by probes targeting different regions of the same transcript. The mean COV between at least two independent probes targeting the same RNA was 52.63 ± 29.46% (SD, *n* = 53, Supplementary Figure S3D). One factor previously reported to affect SplintR Ligase activity was the bases near the ligation junction (22). To investigate if differences in ligation junction could contribute to the variability of detection, we looked at correlation with bulk RNA-seq values while grouping probes by their ligation junction sequences (Supplementary Figure S3H, Supplementary Table S15). We observed a wide range of Pearson correlation values ranging from -0.3 to 0.9. The three lowest correlation junctions (5′/3′) were TG (*n* = 16), CG (*n* = 9) and GA (*n* = 19), which is consistent with previous reports about poor ligation activity on junctions containing G. The three highest correlation junctions were TC (*n* = 10), CC (*n* = 4) and AC (*n* = 13). While it may seem reasonable to prioritize these junctions in future experiments, we would like to point out that the limited size of the sample and other factors could also affect probe efficiency, including sequences surrounding the actual junction bases (22), melting temperature of the 25 nt targeting region (Supplementary Table S14), local secondary structures of the transcripts, and bound proteins that could block hybridization. With these in mind, we suggest that even though BOLORAMIS can work with a single probe, to accurately determine the relative expression level of mRNAs, it would be beneficial to pool multiple probes for the detection of the same transcript. We used this format of using multiple probes per transcript detection for downstream experiments.

Due to RNA size constrains and variations, miRNA can only be targeted with one probe and we prioritized ligation junction compatibility with SplintR (22) over the 18/7 hybridization arm design. We selected 77 miRNAs with published bulk NanoString nCounter expression measurements in PGP1 human iPSC (16) (Supplementary Figure S3C). BOLORAMIS count of 77 miRNAs exhibited a poor correlation with published bulk measurements (Pearson's *r*: 0.067). However, for a given probe, we observed mostly reproducible mean spot counts per cell for independent BOLORAMIS assays (Pearson's *r*: 0.62, Supplementary Figure S3F, G). This suggested that although the experiment is reproducible, the relative miRNA expression level determined by BOLORAMIS is not consistent with bulk measurements (Discussion).

### Determining specificity and sensitivity of BOLORAMIS

To show that transcripts with high sequence similarity can be distinguished by BOLORAMIS before performing multiplexed *in situ* sequencing experiments, we designed probes that specifically targeted human or mouse genes (*ACTB* and *GAPDH*). Each transcript was targeted with a pool of three probes at different and specific regions on ACTB and GAPDH mRNA (Supplementary Tables S1 and S5). For each gene, three probes each targeting human and mouse transcripts were pooled together and used for BOLORAMIS library preparation in a co-culture of human MCF7 and mouse NIH-3T3 cell lines. We observed clear separation of human and mouse targets based on the FISH-stained images (Figure 2A–D). In putative mouse cells, 94.6 ± 1.8% (*n* = 5) *ACTB* amplicons, and 98.4 ± 1.3% (*n* = 8) *GAPDH* amplicons were detected for mouse *Actb* and *Gapdh* respectively; while in putative human cells, 93.1 ± 5.2% (*n* = 10) *ACTB* amplicons and 83.4 ± 6.6% (*n* = 7) *GAPDH* amplicons were observed for human *ACTB* and *GAPDH* respectively (Supplementary Table S6). These results indicated probe specificity between transcripts that are highly similar in their gene sequences. BOLORAMIS was also able to specifically detect subcellular localization of transcripts. We observed long non-coding RNA (lncRNA) *MALAT1* exhibiting two distinct subcellular localization patterns in HeLa cell cultures, where in each cell *MALAT1* was found in either the nucleus or in the cytoplasm (Figure 2E). This observation was confirmed by smFISH (Figure 2E) and has also been demonstrated by previous studies (38,39).

**Figure 2.**
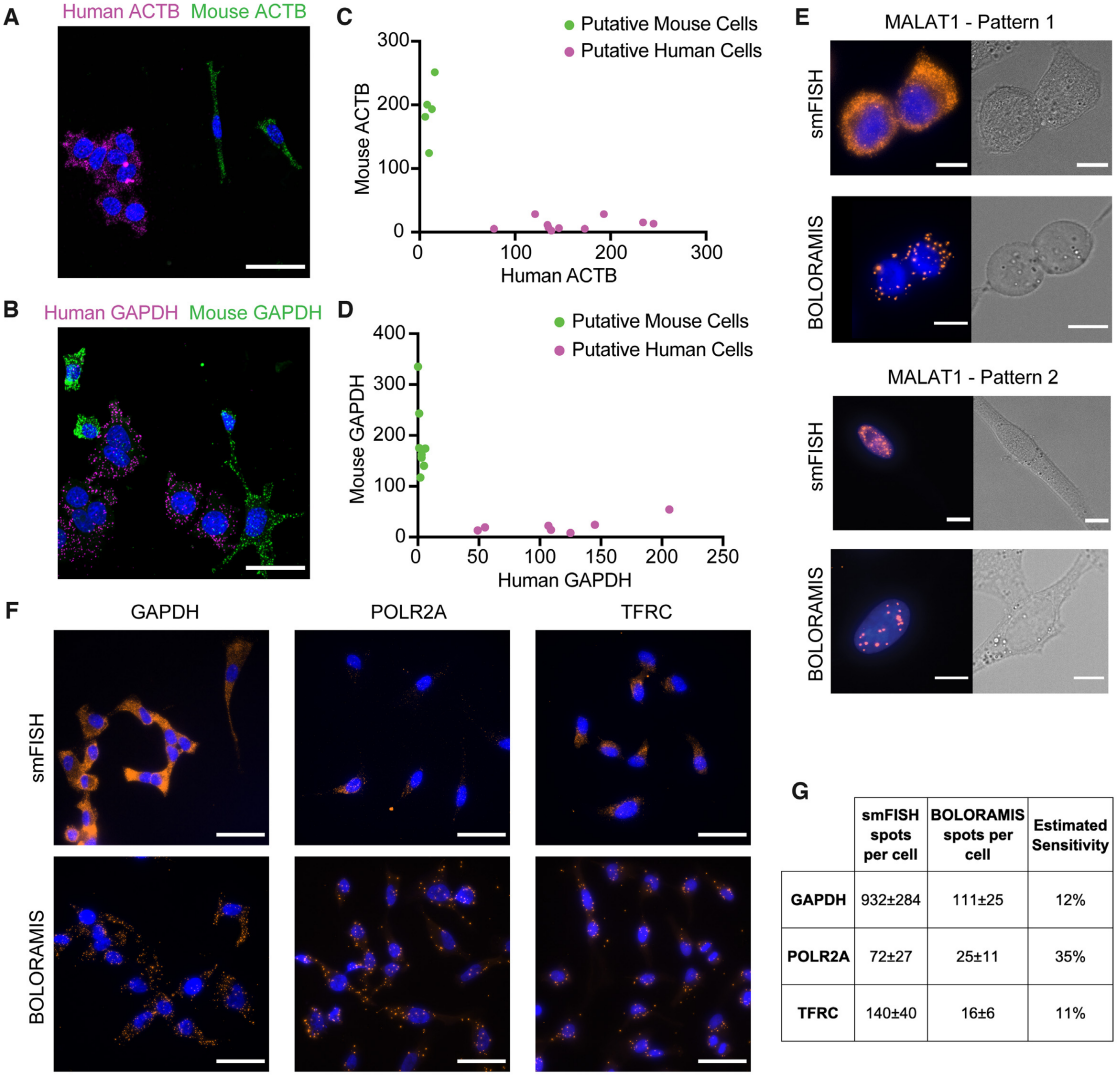
Specificity and sensitivity of BOLORAMIS. (**A**–**D**) Specific detection of *ACTB* (*n* = 15) and *GAPDH* (*n* = 15) in the co-culture of MCF7 (human, scale bar: 50 μm) and NIH-3T3 (mouse, scale bar: 50 μm) cells. (**E**) Subcellular localization of lncRNA *MALAT1* detected by smFISH and BOLORAMIS (scale bar: 10 μm). Left, cytoplasmic; right, nuclear. (**F**) Images for side-by-side comparison of smFISH and BOLORAMIS for detecting the same genes in HeLa cells (scale bar: 50 μm). (**G**) Quantitative comparison with smFISH in HeLa cells for detection of *GAPDH* (*n* = number of cells, smFISH *n* = 6, BOLORAMIS *n* = 9), *POLR2A* (smFISH *n* = 7, BOLORAMIS *n* = 17) and *TFRC* (smFISH *n* = 11, BOLORAMIS *n* = 22).

To determine the sensitivity of BOLORAMIS, we compared our method with smFISH, which is considered as the ‘gold standard’ for *in situ* molecule counting. We targeted three genes with validated commercially available smFISH probes (Stellaris): *GAPDH*, *POLR2A* and *TFRC*. These three genes were chosen such that they had variable expression levels and the probes were readily available for shipping. Each transcript was targeted with a probe pool at ten different and specific regions on the mRNA and BOLORAMIS was performed in HeLa cells (Supplementary Table S1, Figure 2F). The number of spots per cell was counted for the two methods, and sensitivity was calculated by dividing the average number of spots per cell from BOLORAMIS by that from smFISH. The detection sensitivity of BOLORAMIS compared to smFISH for the three genes was 11% (*GAPDH*), 35% (*POLR2A*) and 12% (*TFRC*), respectively (Figure 2G, Supplementary Table S7). The differences observed between sensitivity of smFISH and BOLORAMIS could be a result of additional enzymatic steps used in BOLORAMIS protocol, including SplintR ligase-mediated probe circularization and Phi29 polymerase-mediated RCA. However, the sensitivity of our method is still comparable to the widely used high throughput single-cell RNA sequencing technologies, which is around 10–30% (40,41). Additionally, BOLORAMIS has potential for highly multiplexed detection, whereas conventional smFISH is limited to 3–5 targets.

Before performing a multiplexed experiment using BOLORAMIS, we wanted to investigate how the accuracy of detection changed with increased number of probes per gene. To test this, we picked eight genes with different expression levels based on bulk RNA sequencing data from MCF7 cells and PGP1 human fibroblasts: *CSDE1*, *SPTSSB*, *DDX5*, *SLC39A6*, *EEF1A2*, *CALR*, *FLNA* and *TFRC*. 

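RNA of MCF7 cells, an estrogen receptor-positive breast cancer line, and of PGP1 fibroblasts was sequenced in 2 libraries each. Their read pairs fell mostly on the reverse strand. The authors aligned the reads to GRCh38 with STAR 2.5.2b and deposited the raw counts per gene, with no normalization. The reverse-strand counts hold 17988567 and 19572287 assigned read pairs for MCF7 and 21479682 and 25584920 for PGP1 fibroblasts. From these counts TPM was computed with the merged exon length of each gene in GENCODE 44. The counts were made on GENCODE 27, so any exon added since enters the length but not the count. MCF7 cells were compared with PGP1 fibroblasts by the quasi-likelihood test of edgeR with TMM normalization, in 1 fit that also held the 3 HMC3 libraries. A gene counted as higher or lower at an adjusted p under 0.05 and a log2 fold change of at least 1 in size, and of 17281 genes tested 4405 were higher and 4547 lower in MCF7 cells (49.2% higher). Library totals alone, a scaling without TMM chosen after seeing the data, gave 6361 higher and 3401 lower (65.2% higher). The labels name no batch, so batch and cell line cannot be told apart. The p-values measure only the spread between these libraries, which the labels call replicates without saying whether they come from separate cultures.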

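SPTSSB, EEF1A2 and SLC39A6 set the 2 lines apart most. SPTSSB, a small subunit of the enzyme that starts sphingolipid synthesis, stood at 1658 ± 15.3 TPM (SD, n = 2) in MCF7 cells and had no count in either fibroblast library. It was at least 27061-fold higher in MCF7 cells, taking 3 counts over the 2 fibroblast libraries as the floor. EEF1A2, a translation elongation factor of neurons and muscle, stood at 721 ± 3.56 TPM in MCF7 cells and at 0.0715 ± 0.101 TPM (4 counts, all in 1 library) in PGP1 fibroblasts. The ratio of pooled CPM, without TMM scaling, was 11387 (4447 to 41795 from counting error). With TMM scaling the log2 fold change was 12.83 (adjusted p = 6.65e-197 from edgeR). SLC39A6, a zinc transporter induced by estrogen, was at 2061 ± 9.33 TPM against 132 ± 2.70 TPM, a log2 fold change of 3.73 (standard error 0.05, adjusted p = 4.41e-166 from edgeR). CSDE1, an RNA-binding protein that controls translation, was also higher in MCF7 cells, with 1132 ± 9.75 TPM against 336 ± 0.904 TPM and a log2 fold change of 1.52.

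CALR and FLNA were lower in MCF7 cells. CALR, a calcium-binding chaperone of the endoplasmic reticulum, was at 983 ± 15.2 TPM in MCF7 cells and 2437 ± 24.0 TPM in PGP1 fibroblasts, a log2 fold change of -1.55 (standard error 0.04, adjusted p = 4.46e-97 from edgeR). FLNA was at 809 ± 9.47 TPM against 1391 ± 53.8 TPM, a log2 fold change of -1.02 that lay under the limit without PGP1 fibroblast replicate 2 (-0.96). For the RNA helicase gene DDX5, with 629 ± 8.53 TPM against 325 ± 0.628 TPM, and for the transferrin receptor gene TFRC, with 117 ± 1.83 TPM against 68.4 ± 2.92 TPM, the log2 fold changes of 0.72 and 0.53 did not reach 1 (adjusted p = 4.07e-43 and 3.51e-27 from edgeR). Scaling by library totals alone moved the median log2 fold change of all genes by 0.53 and gave DDX5 1.25, TFRC 1.06 and FLNA -0.49, so that DDX5 and TFRC then passed and FLNA did not.

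On GRCh38 the genes lie on 7 chromosomes. CSDE1 (ENSG00000009307.15) spans positions 114716913 to 114758676 of chromosome 1, SPTSSB (ENSG00000196542.8) 161344798 to 161372880 of chromosome 3 and TFRC (ENSG00000072274.12) 196012511 to 196082153 of the same chromosome. DDX5 (ENSG00000108654.13) spans 64498254 to 64508199 of chromosome 17 and SLC39A6 (ENSG00000141424.12) 36108531 to 36129385 of chromosome 18. CALR (ENSG00000179218.13), the only one of the 8 on the plus strand, spans 12938578 to 12944489 of chromosome 19. EEF1A2 (ENSG00000101210.10) spans 63488013 to 63499239 of chromosome 20 and FLNA (ENSG00000196924.14) 154348524 to 154374634 of chromosome X.

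**Figure D1:**
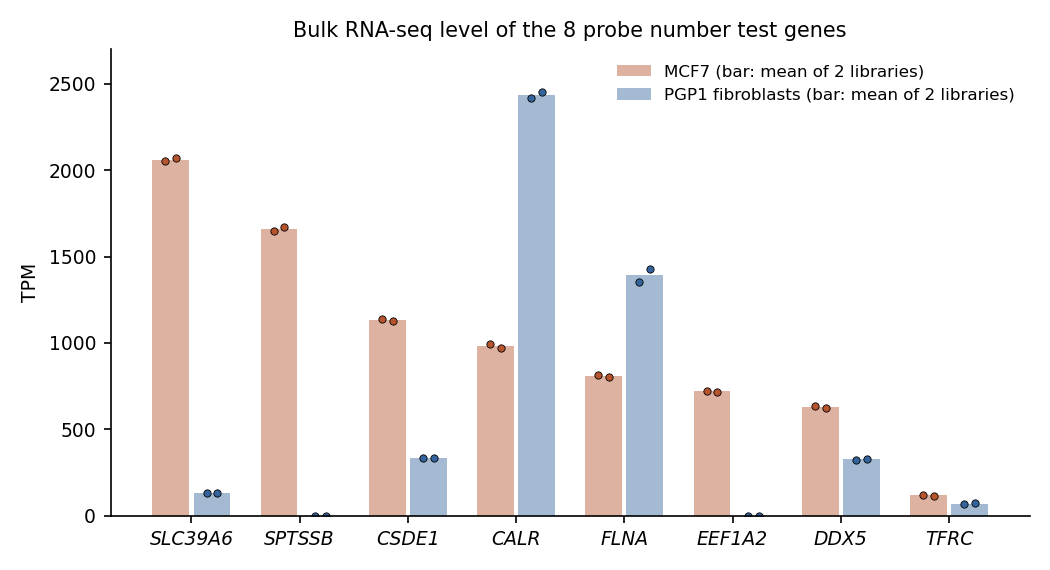
TPM of the 8 genes in MCF7 cells and PGP1 fibroblasts. Points are the 2 libraries of each line and bars their means, from 2061 TPM (SLC39A6) to 117 TPM (TFRC) in MCF7 cells, and from 2437 TPM (CALR) to no count (SPTSSB) in PGP1 fibroblasts.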

Using our automated probe design software (Materials and Methods, Supplementary Figure S7), we designed and synthesized 2, 5, 10 and 24 probes for each gene. The four probe pools for the eight genes were tested in duplicates in each cell type (Supplementary Figure S5, S6A, B). After image quantification, we observed a clear trend of increase in puncta per cell for all eight genes as the number of probes increased (Supplementary Figure S5A, C, S6A, B). Of note, in all samples the total probe concentrations were kept the same at 1 μM, indicating a more diverse probe pool is likely to yield a better detection for the gene. To test if the relative expression levels between genes are better captured by BOLORAMIS when more probes are used per gene, we correlated the mean puncta number per cell for the eight genes with their corresponding transcripts per million (TPM) values from bulk RNA sequencing. In both MCF7 cells and PGP1-fibroblasts, we observed an increased Pearson correlation coefficient with bulk RNA-seq when probes per gene increased from 2 to 5. However, we did not observe a further increase in correlation when 10 or 24 probes were used (Supplementary Figure S5B, D). 

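By TPM the order of the 8 genes differed between the lines. SLC39A6 was the highest and TFRC the lowest in MCF7 cells, 17.6-fold apart, around a median of 896 TPM. In PGP1 fibroblasts CALR was the highest and SPTSSB had no count, around a median of 228 TPM. Taking the length of the longest transcript in place of the merged exons left these genes at the ends, with SLC39A6 at 1578 and TFRC at 219 TPM in MCF7 cells and CALR at 2596 TPM in PGP1 fibroblasts. By CPM, the count per 1000000 assigned read pairs with no division by length, CSDE1 took the highest place in MCF7 cells with 3096 CPM against 565 CPM for TFRC, and FLNA took it in PGP1 fibroblasts with 3429 CPM. The rank correlation of CPM with TPM across the 8 genes, which are not independent replicates, was 0.595 in MCF7 cells and 0.952 in PGP1 fibroblasts. From the correlation of such TPM values with mean puncta per cell, counted in images not analysed here, the paper reasons how the number of probes per gene bears on relative expression levels.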

The correlation coefficient hovered around 0.5 even when 24 probes were used per gene, indicating the limitation of BOLORAMIS for accurate quantification of gene expression. Even though BOLORAMIS detection is feasible with a single probe, as demonstrated earlier on *ACTB*, we recommend using 5–10 probes per gene as a test starting point when designing probes for new experiments.

To assess the reproducibility to BOLORAMIS detection, we looked at puncta number per cell from the duplicated samples from the above experiments for eight genes (Supplementary Figure S6A, B), as well as a triplicated measurement for two genes in two cell lines (Supplementary Figure S6C, D). In both experiments, we observed overall high consistency between replicates, indicating good reproducibility of BOLORAMIS detection.

### Demonstrating multiplexing of BOLORAMIS and determining spatial gene expression patterns

Having optimized the probe configuration, benchmarked the specificity and sensitivity, we set out to study single-cell and spatial heterogeneity of cells in a neuron/microglia co-culture. Microglia play important roles in brain development and disease (42). Microglia have been implicated to play major roles in neurodegenerative diseases, such as Alzheimer's disease, through their tight link between inflammation and neuron survival (43,44). We wanted to determine if the interplay between neuron and microglia could be partially replicated in an *in vitro* co-culture experiment.

To demonstrate the ability of BOLORAMIS to study single-cell and spatial patterns of the transcriptome, we targeted 96 mRNAs simultaneously in a co-culture of iNGN neurons (16) and a human microglial cell line (HMC3) (17). Based on differential gene expression analysis of bulk RNA sequencing data from the monoculture of iNGN and HMC3, the 96 genes were selected to include 40 iNGN-enriched genes, 16 common genes and 40 HMC3-enriched genes (Figure 3A, Supplementary Table S3,8). 

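RNA of HMC3 cells in monoculture, the line the paper describes as microglial, was sequenced in 3 libraries made from poly(A) RNA with a strand-specific kit. They held 5807087, 4728973 and 6117873 read pairs assigned to genes on the reverse strand, aligned like those of MCF7 and PGP1 fibroblasts. Levels are given as CPM, with no division by gene length. A count of 0 in all 3 libraries allows up to 0.180 CPM (3 counts over the group), which covers counting error only. The iNGN libraries were not analysed here, so no difference between HMC3 and iNGN cells was computed, and the paper's fold changes in Supplementary Table S8 were used only to sort the targets.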

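In HMC3 cells the HMC3-enriched and the common targets were all present, and most of the iNGN-enriched targets were not detectable. All 40 HMC3-enriched targets exceeded 1 CPM in every HMC3 library, with a median of 166 CPM. The highest were structural genes, with 3655 ± 93.0 CPM (SD, n = 3) for FLNA, 3652 ± 254 CPM for the collagen gene COL1A1 and 3522 ± 89.2 CPM for the myosin heavy chain gene MYH9. Another 10 of the 40 lay under 15 CPM, among them TLR4 and the transcription factor gene KLF2 with 9.76 ± 2.41 CPM. The 16 common targets had a median of 372 CPM. Of the 40 iNGN-enriched targets, 28 had no count in any HMC3 library, the proneural transcription factor genes NEUROG1, NEUROG2 and NEUROD1 among them. DPYSL5, GDAP1L1, NCAM1 and NEFM had 1 or 2 counts, and GRIK5, NHLH1 and PRPH had means under 1 CPM. The other 5 exceeded 1 CPM in every library. They were the calmodulin gene CALM3 with 309 ± 13.5 CPM, the RNA-binding protein gene PCBP4 with 38.2 ± 1.36 CPM, the kinesin gene KIF5C with 22.6 ± 3.37 CPM, MLLT11 with 10.6 ± 1.52 CPM and CRMP1 with 4.98 ± 0.316 CPM. At a limit of 10 CPM in every library 3 of these remained. The study chose the groups on these HMC3 libraries, so their levels are not independent evidence of the choice.

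**Figure D2:**
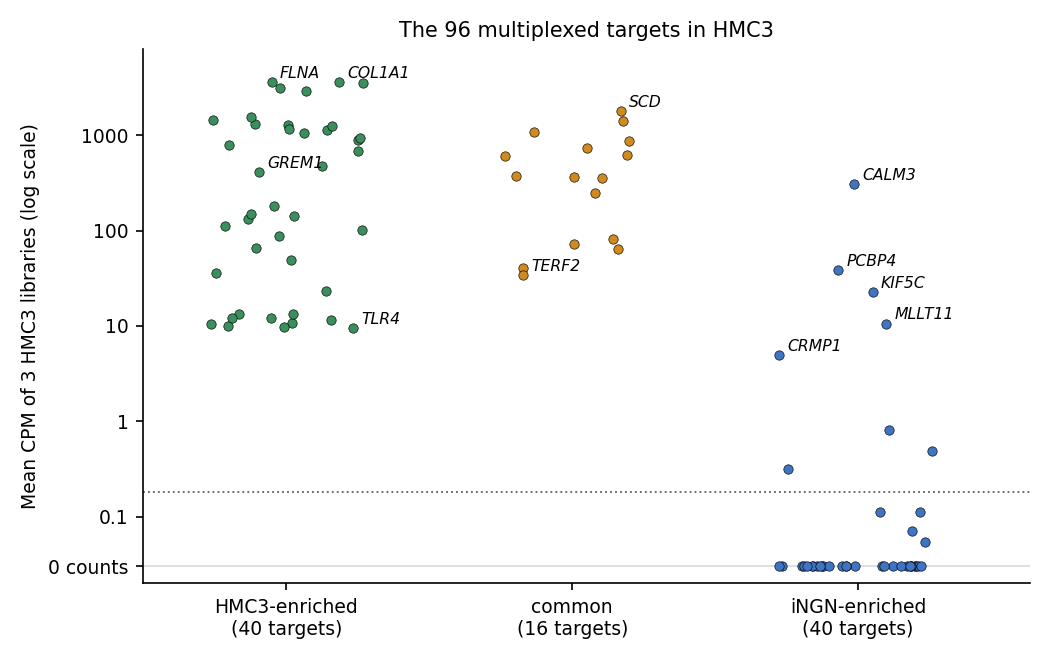
Mean CPM of the 96 multiplexed targets in 3 HMC3 libraries, on a log scale, 1 point per target in the 3 groups of Supplementary Table S8. The dotted line is the 0.180 CPM that 3 counts over the libraries give, and the 28 iNGN-enriched targets with no count sit on the bottom line.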

The genes span a range of >600-fold difference in their expression levels, with DESeq2 (20) baseMean value ranging from the lowest 64 (*TLR4*) to the highest 39652 (*NEFM*), with *ACTB*’s value being 76 117 as a reference (Materials and Methods). 

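TLR4 was the lowest of the 40 HMC3-enriched targets in the HMC3 libraries too, with 9.56 ± 1.61 CPM (SD, n = 3, 157 counts in all). NEFM, the medium neurofilament chain of neurons, had 2 counts in the 3 libraries together. ACTB, the cytoplasmic actin used as a reference, stood at 2672 ± 43.9 CPM. Within HMC3 the HMC3-enriched targets spanned 382-fold from TLR4 to FLNA by CPM and 1271-fold by TPM. The common targets spanned 52.8-fold, from the telomere-binding protein gene TERF2 at 34.2 ± 2.85 CPM to the fatty acid desaturase gene SCD at 1808 ± 67.6 CPM.

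The paper's baseMean averages over HMC3 and iNGN libraries, and 30 targets have a log2 fold change of at least 6 in favour of HMC3 in Supplementary Table S8. For these, the paper's baseMean was 1.19 (IFIT2) to 1.23 (TLR4) times the mean reverse-strand count in HMC3, with a median of 1.21. With unstranded counts the ratio ran from 1.19 to 2.14 (IGFBP7). Across all 40 HMC3-enriched targets, which are not independent replicates, the log10 of baseMean and of the mean CPM in HMC3 were compared. Their Pearson correlation was 0.999 and their Spearman correlation 0.998. Because baseMean averages over these same HMC3 libraries too, a high correlation was built in.

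**Figure D3:**
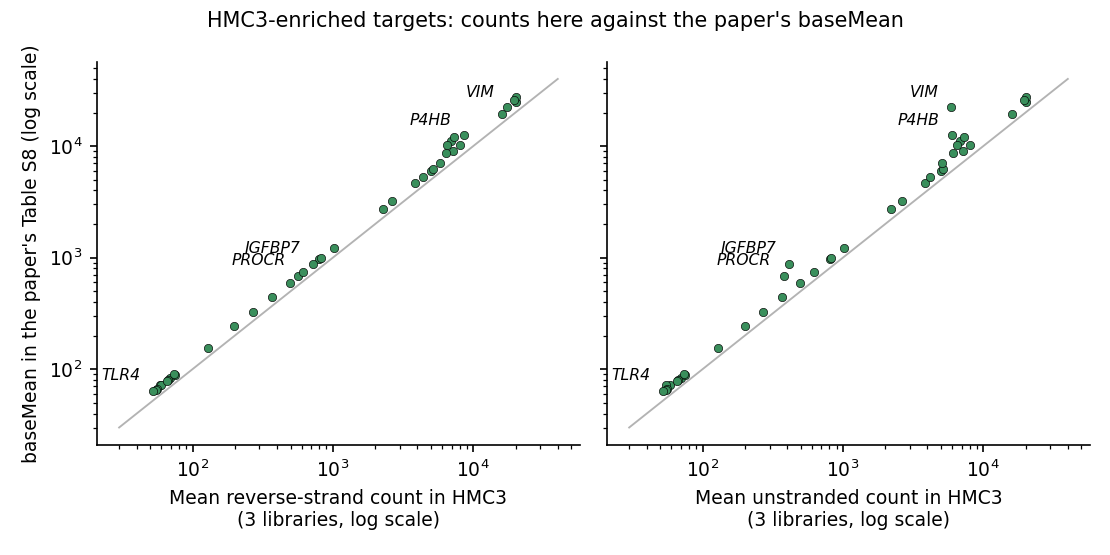
The paper's baseMean of the 40 HMC3-enriched targets against their mean count in 3 HMC3 libraries, on log scales, 1 point per target and the line at equal values. With reverse-strand counts (left) baseMean is 1.19 (IFIT2) to 1.66 (HMGA1) times the count, and with unstranded counts (right) VIM, IGFBP7, P4HB and PROCR lie furthest above the line.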

Similar to the smFISH comparison experiment, most of the transcripts were targeted with 9–10 probes with the common 8-nt barcode. In addition to the 96 mRNAs, we also targeted 77 miRNAs with known expression data in iNGN (16) to assess the ability of our current BOLORAMIS protocol on miRNA detection. Thus, a total of 957 mRNA probes + 77 miRNA probes (Supplementary Table S3) with 96 unique mRNA barcodes (one barcode per gene) + 77 miRNA barcodes were pooled in this multiplexing experiment. 

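The copy of Supplementary Table S3 used here lists 956 mRNA probes for the 96 genes, 10 each for 92 genes and 9 each for the other 4. Every probe is 60 nt long and pairs with 25 nt of its target, 18 nt on the 5′ arm and 7 nt on the 3′ arm. Of the 956 target sites, 918 (96.0%) matched a transcript of their own gene in GENCODE 44 without a mismatch, and for 81 genes all sites did. Among these 918 sites, 501 lay in coding sequence (54.6%), 333 in the 3′ UTR (36.3%) and 61 in the 5′ UTR, and 63 crossed an exon junction. A further gene was matched as well by 9 of the sites, in 7 genes. The 38 sites with no such match belonged to 15 genes and were all found in GRCh38 without a mismatch, 31 upstream of the gene or, for 2 of them, across its start, 4 downstream and 3 within it but outside its exons. MLLT11 had 6 of them, the homeobox gene HOXB4 and PRPH 5 each, and COL1A1 had the 4 downstream sites. The farthest, in front of MLLT11, reached 2475 bases out from the gene, at positions 151057922 to 151057946 of chromosome 1. The paper picked its target isoforms in the Ensembl browser and took its off-target reference from an earlier GENCODE release. Whether the 38 sites lay inside the transcript models used for design was not tested, so they need not miss the RNA of their gene. Among the 38 a match to a transcript of another gene also occurred, which the count of 9 leaves out.

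**Figure D4:**
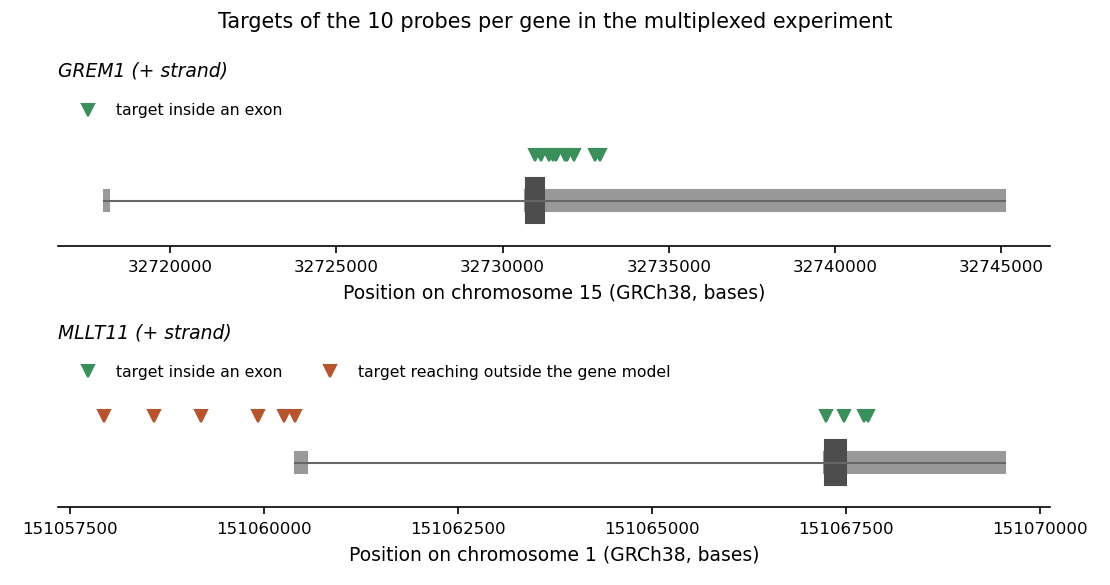
Positions on GRCh38 of the 10 probe target sites of GREM1 (chromosome 15) and of MLLT11 (chromosome 1), with triangles for sites, boxes for exons and taller boxes for coding sequence. All 10 sites of GREM1 lie in exon 2, and 6 of the 10 sites of MLLT11 reach outside the gene model of GENCODE 44.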

The specificity, ligation junction and secondary structure of the probes were checked using our custom probe design software (Materials and Methods, Supplementary Figure S7). We used this probe set to perform BOLORAMIS on the co-culture of iNGN and HMC3 cells. After library preparation, the sample was sequenced *in situ* for 8 cycles using nonamer sequencing-by-ligation (21) (Supplementary Figure S8).

**Figure 3.**
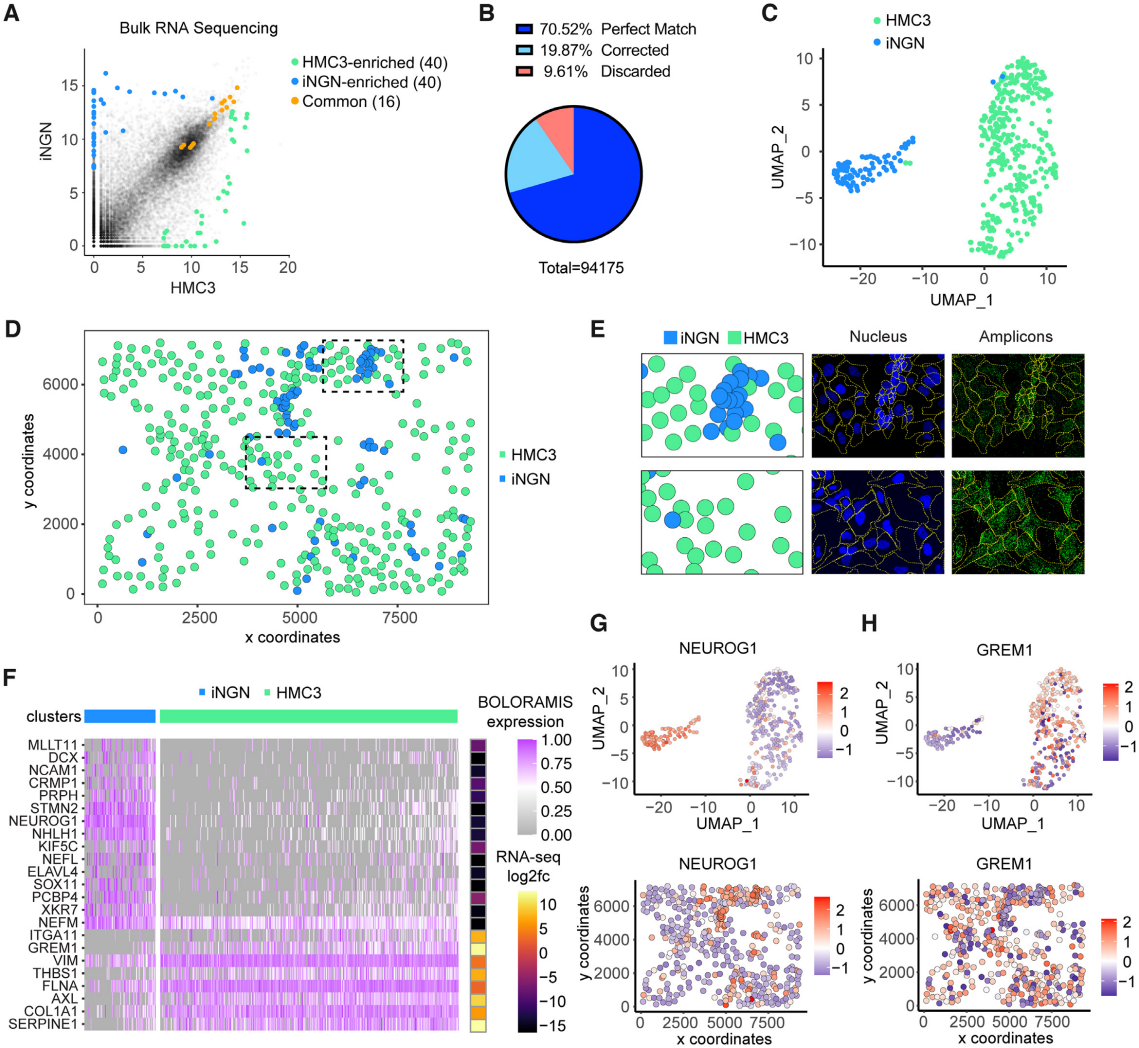
Multiplexed detection of 96 genes in a co-culture of HMC3 and iNGN. (**A**) Selection of 96 genes from differential gene expression analysis (blue, iNGN enriched; green: HMC3 enriched; Orange: shared). (**B**) Statistics for error correction of barcodes. (**C**) Clustering analysis of segmented single cells (Leiden resolution = 0.1). (**D**) Spatial visualization of segmented cells with their predicted cell type. Dashed box zoomed in panel E. (**E**) Side-by-side comparison of classified single cells and segmented nucleus + amplicon images. (**F**) Cluster markers identified by MAST, side-by-side with log_2_fc values from bulk RNA-seq data, indicating consistency between BOLORAMIS and RNA-seq for cell marker identification. (**G**, **H**) UMAP and spatial visualization of *NEUROG1* (iNGN-enriched), and *GREM1* (HMC3-enriched).

After image registration, spot identification, base-calling and barcode identification (Materials and Methods), 94 175 amplicons were identified in an area of 800 μm by 1200 μm. 70.5% (66 410) of the amplicons had a perfect match to the reference barcode list (Supplementary Table S9 and S10). The barcodes were designed to be robust to sequencing errors by enforcing a Hamming distance of 3 (27). We therefore identified single and double nucleotide errors and recovered 18 715 additional amplicon barcode identities (Materials and Methods, Figure 3B). Among identified amplicons, we observed non-zero counts for all 96 mRNA targets (Supplementary Figure S9), with the highest count for *NEFM* (12701 amplicons) and lowest count for *KLF2* (2 amplicons). Of note, among the 66 410 perfect matching barcodes, only 10 (<0.02%) were miRNA barcodes, with a count of 1 for 10 different miRNAs. However, among the 18,715 barcodes recovered from error correction, 1244 (6.6%) were miRNA barcodes. The reason for overrepresented erroneous barcodes for potential miRNA reads (Supplementary Figure S9) remains to be determined. Due to the anomalous results of miRNA detection, including low counts and high barcode error rate, reads from the 77 miRNAs were excluded from downstream analysis. This data also suggested that the current iteration of BOLORAMIS protocol needs to be further optimized for miRNA detection (Discussion).

Single cells were segmented on the DAPI (nucleus) + FISH (all amplicons) image using an affinity propagation clustering algorithm (29,31). Accurate segmentation of single cells was confirmed by visual assessment (Figure 3E, Supplementary Figure S11). A cell-by-gene raw count matrix (Supplementary Table S11) and a list of cell centroids (XY coordinates, Supplementary Table S12) were used as input for single-cell spatial analysis using Giotto (32). After applying gene and cell filters (Materials and Methods), 92 mRNAs and 423 cells were used for further analysis. On average, 263 reads were acquired from each single cell, detecting 36 different mRNA targets (Supplementary Figure S10A, B). Single-cell clustering analysis identified two cell clusters (Figure 3C), which were annotated as HMC3 (340 cells) and iNGN (83 cells) according to the cluster markers identified (Figure 3F and Supplementary Figure S12D). Spatial distribution of annotated single cells is shown in Figure 3D. 

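COL1A1, SERPINE1, AXL, FLNA, MYL9 and GREM1 were all abundant in bulk RNA of HMC3 cells, while NCAM1, NEUROG1, STMN2, NHLH1 and NEFL were at or near 0. SERPINE1, an inhibitor of plasminogen activators, stood at 2893 ± 58.5 CPM (SD, n = 3), after COL1A1 and FLNA. MYL9, a myosin light chain of contractile cells, had 931 ± 5.08 CPM, the receptor tyrosine kinase gene AXL 790 ± 17.4 CPM and GREM1, a secreted antagonist of bone morphogenetic proteins, 408 ± 16.3 CPM. The neuronal genes NEUROG1, STMN2 and NEFL had no count in any HMC3 library. NCAM1, a neural cell adhesion molecule, had 1 count, and the neuronal transcription factor gene NHLH1 had 5 counts, or 0.313 ± 0.275 CPM. The spread between the 3 libraries was far smaller than the distance between the lowest of the first 6 genes and the highest of the other 5. The study chose these targets on the same HMC3 libraries, so this distance is not independent evidence for the clusters. The paper's log2 fold changes between HMC3 and iNGN in Supplementary Table S8 are 6.57 for COL1A1, 13.25 for SERPINE1, 12.84 for GREM1 and -13.11 for NEUROG1. From markers of this kind the paper annotates 1 of its 2 clusters as putative HMC3 cells and the other as putative iNGN cells.

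On GRCh38, COL1A1 spans positions 50184101 to 50201632 of chromosome 17, SERPINE1 101127104 to 101139247 of chromosome 7, AXL 41219223 to 41261766 of chromosome 19 and MYL9 36541497 to 36551447 of chromosome 20. NCAM1 spans 112961275 to 113278436 of chromosome 11, STMN2 79611117 to 79666158 of chromosome 8, NEFL 24950955 to 24956721 of the same chromosome and NHLH1 160367071 to 160372846 of chromosome 1.

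**Figure D5:**
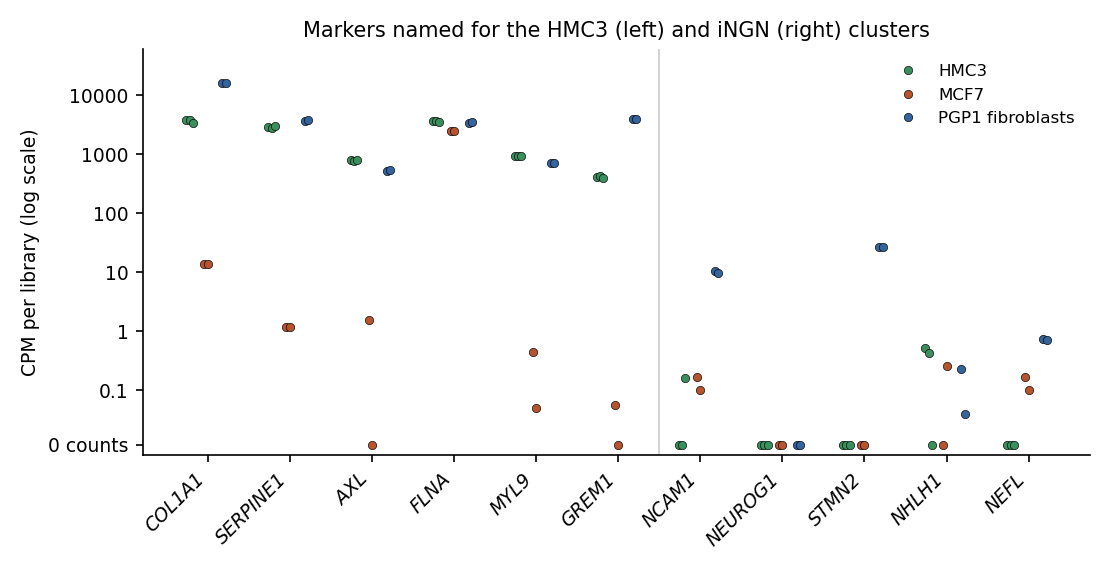
CPM per library, on a log scale, of the genes named for the HMC3 cluster (left) and for the iNGN cluster (right) in 3 HMC3, 2 MCF7 and 2 PGP1 fibroblast libraries, with points at 0 counts on the bottom line. In HMC3 the 6 genes on the left lie above 300 CPM and the 5 on the right under 1 CPM.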

Markers identified for putative HMC3 cells (including *COL1A1*, *SERPINE1*, *AXL*, *FLNA*, *MYL9*, *GREM1*) were highly consistent with bulk RNA-seq data as indicated by a side-by-side comparison with log_2_fc values from DESeq2 (Figure 3F), the same was true for putative iNGN cells (including *NCAM1*, *NEUROG1*, *STMN2*, *NHLH1*, *NEFL*) (Supplementary Table S8). 

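GREM1 and NEUROG1 can each be read at the level of their probe sites. GREM1 spans positions 32718004 to 32745106 on the plus strand of chromosome 15 of GRCh38 in 2 exons, with its coding sequence at 32730691 to 32731242 in exon 2. All 10 of its target sites matched exon 2, 2 of them in coding sequence and 8 in the 3′ UTR. The coding site CCCAGCCGCTTAAGCAGACCATCCA lies at 32730977 to 32731001 and the 3′ UTR site CTGCAGACTTGAGATTCAGTTGCCG at 32732933 to 32732957. NEUROG1, a transcription factor that drives neuronal fate, is a gene of 1 exon on the minus strand of chromosome 5, from 135534282 to 135535964, with its coding sequence at 135534980 to 135535690. Its 10 sites all matched, 4 in coding sequence, 4 in the 3′ UTR and 2 in the 5′ UTR, and the coding site GTAGCCCAGCCGCCTCCGAAGACTT lies at 135535068 to 135535092.

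Among other iNGN-enriched genes, DCX, a microtubule-binding protein of migrating neurons at positions 111293779 to 111412429 of chromosome X, had no count in the 3 HMC3 libraries, and all 10 of its sites matched its transcripts. CRMP1, at 5748084 to 5893086 of chromosome 4, also had 10 matching sites and 83 counts in HMC3. MLLT11, at 151060397 to 151069544 of chromosome 1, had 178 counts in HMC3 and 4 matching sites of 10.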

Cluster and spatial distribution of genes including *NEUROG1* (iNGN-enriched, Figure 3G), *GREM1* (HMC3-enriched, Figure 3H) and additional ones (Supplementary Figure S13, Supplementary Table S8) agreed with expectations based on bulk RNA-seq data. The relative expression levels of all 96 mRNA targets observed by BOLORAMIS were compared with RNA-seq expression data, showing a Pearson correlation coefficient of 0.55 before barcode error correction and 0.62 after error correction (Supplementary Figure S10). This indicates that even though BOLORAMIS is good at capturing spatial patterns of genes, the accuracy for measuring relative gene expression levels can still be improved.

To reveal spatial relationships between genes, we performed a gene-gene proximity analysis (Supplementary Methods, Supplementary Figure S14A–C). By performing an unbiased hierarchical clustering with the gene–gene proximity value matrix, two groups of genes immediately stood out to our attention: one containing *NHLH1*, *NEUROG1*, *STMN2* and *SOX11*, and the other containing *COL1A1*, *SERPINE1*, *FLNA* and *VIM* (Supplementary Figure S14D). Based on previous bulk RNA-seq and single-cell clustering results in Figure 3, 14 out of 14 mRNAs from the first group were iNGN-enriched genes, and 23 out of 35 mRNAs from the second group were HMC3-enriched genes, indicating that genes enriched in the same cell type occurred more frequently together as compared to genes that were enriched in a different cell type.

### Single-cell and spatial heterogeneity analysis of neuron/microglia co-culture

As shown in the analysis above, with a clustering resolution of 0.1, we were able to identify the two cell types (iNGN and HMC3) seeded in the co-culture experiment. To reveal heterogeneity within one cell type or to identify cell sub-types, a higher clustering resolution could be used. In order to determine if BOLORAMIS could capture heterogeneity within one cell type, we increased the resolution of cell clustering (from 0.1 to 0.2, Materials and Methods) and identified two sub-clusters within the HMC3 cluster, suggesting heterogeneity within this population (Figure 4A, B). We called the two sub-populations of the microglia ‘HMC3_1’ and ‘HMC3_2’. By comparing mRNA expressions between clusters, we identified genes that were differentially expressed between HMC3_1 and HMC3_2 (Figure 4C). Compared with HMC3_2, HMC3_1 is enriched for genes including *PNMA3*, *RXRG* and *TRIM55*, while depleted of genes including *ZBED2*, *TERF2*, and *HOXB4*. We were curious to see if spatial relationships between cells within the co-culture could be a relevant factor for this heterogeneity. To quantify the spatial relationships between cells, we built a spatial network based on cell centroid distances using the Delaunay method (32) (Figure 4D). Within this network, each node is a cell, and each edge is a cell–cell interaction. By counting the numbers of observed interactions and comparing against the simulated numbers from computationally-reshuffled network, we observed that homo-interactions (iNGN–iNGN, HMC3_2–HMC3_2, HMC3_1–HMC3_1) occurred more frequently than hetero-interactions (HMC3_1–iNGN, HMC3_2–iNGN) (Figure 4E). We also found that HMC3_1 interacted with iNGN relatively more frequently than with HMC3_2 (Figure 4E). This is especially interesting because we also observed 16 genes that had similar enrichment profile between iNGN and HMC3_1, but depleted in HMC3_2, including *OLIG3*, *NEUROD1* and *TLR4*. We ruled out the possibility of erroneous segmentation due to close proximity because many other highly expressed iNGN-enriched genes, including *NHLH1*, *NEUROG2*, *NCAM1*, were not observed in HMC3_1. The shared gene expressions between iNGN and HMC3_1 could be related to their more frequent spatial interactions. This type of analysis would be especially useful in a complex tissue setting, where cellular organization could be altered as a result of development, disease progression or drug treatment. Based on the analyses above, we concluded that BOLORAMIS was able to reveal single-cell and spatial patterns of the transcriptome.

**Figure 4.**
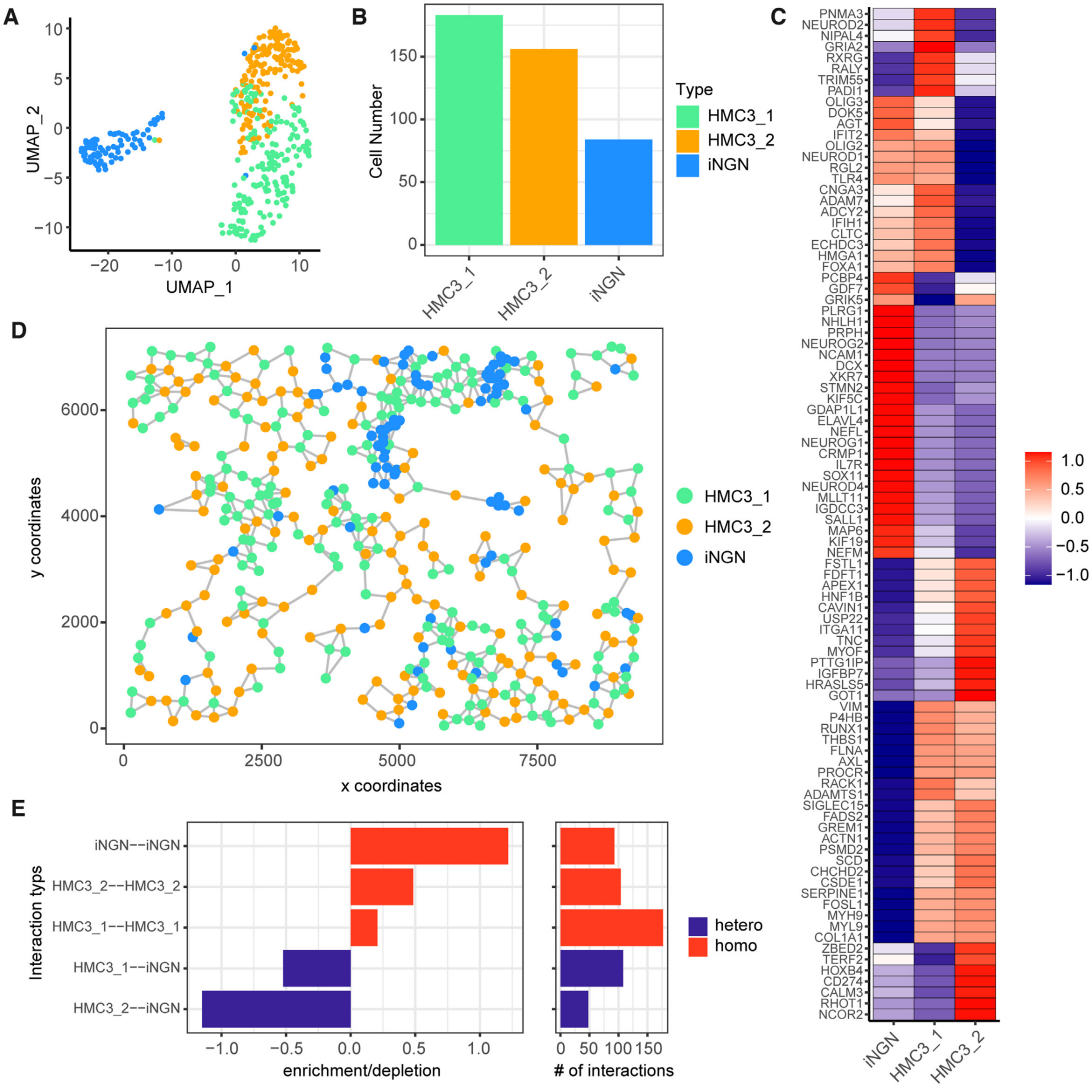
Single-cell and spatial heterogeneity in neuron/microglia co-culture revealed by BOLORAMIS. (**A**) Higher resolution of Leiden community detection (resolution = 0.2) revealed sub-clusters with HMC3 cells. (**B**) Cell number of each cluster. (**C**) *Z*-score heatmap of post-QC mRNAs expression in three clusters. (**D**) Spatial network based on cell centroid distances using Delaunay method. (**E**) Observed over expected frequency of cell-cell proximity interactions with 2000 simulations. Each simulation reshuffles the cell type labels of each node in the spatial network.

## DISCUSSION

Spatial transcriptomics is a rapidly evolving field and the interests of obtaining 3D information of transcripts in cells, tissues, and even whole organisms have sparked the development of a number of promising technologies, including but not limited to *in situ* padlock (6), FISSEQ (5,45), ExSeq (28), MERFISH (10), seqFISH+ (12,13), slide-seq (46), HDST (47), INSTA-seq (48) and STARmap (14). In this repertoire, we have added another technology, BOLORAMIS, to the arsenal of spatial transcriptomics (Supplementary Table S16). Compared with untargeted methods, including FISSEQ, untargeted ExSeq, slide-seq, HDST and INSTA-seq, BOLORAMIS offers higher sensitivity by targeting specific genes of interest in a highly multiplexed manner. Compared with *in situ* padlock probe methods, BOLORAMIS removes the need for RT by using a RNA-splinted DNA ligase, thus reducing potential detection bias and experimental cost resulting from RT. Compared with other RT-free methods, including MERFISH, seqFISH+ and STARmap, BOLORAMIS demonstrates the shortest foot-print needed for detecting transcripts *in situ*, which is 25 nt. Although MERFISH and seqFISH+ have demonstrated superior sensitivity, amplicon-based methods like BOLORAMIS, STARmap, in situ padlock and ExSeq are more readily applicable in thick tissue samples because of stronger signals resulting from RCA. In the current study, we have demonstrated the feasibility of using the BOLORAMIS protocol on multiple cell lines and human cerebral organoids. This provides a new way of probing 3D transcriptomic architecture of organoids and opens up new opportunities for studying brain disorders, such Alzheimer's disease (49), schizophrenia and bipolar disorders (unpublished data). We have also optimized the configuration of BOLORAMIS probes to allow for a high TDR while not sacrificing detection efficiency. We show that BOLORAMIS is very specific to genes with highly similar sequences, which opens up opportunities for detecting gene isoforms and mutations. We found the sensitivity of BOLORAMIS to range between 11 and 35% when comparing spots per cell of the same gene with smFISH, which is comparable to the sensitivity of high-throughput single-cell RNA sequencing (40,41). Finally, we successfully demonstrated multiplexed *in situ* RNA detection using BOLORAMIS by targeting 96 mRNAs and revealed the spatial clustering patterns of cells in a neuron/microglia co-culture system. Hence, we believe our technology will be useful for studying spatial gene expression in more complex settings, including primary tissues and organoids.

Compared with previous reports on SplintR-based *in situ* detection methods (33–35), we have made significant improvements on probe design and sequencing chemistry to really allow for highly multiplexed *in situ* investigations. First, our probe length is only 60 nt while previously reported probes are around 90–100 nt (33–35), thereby significantly reducing the cost for probe synthesis (Supplementary Figure S15A), which makes our method more amenable to highly multiplexed experiments. We also performed a cost analysis for different strategies of probe library synthesis, including regular tube order, plate order (this study), oligo pools and array-based DNA synthesis. Based on the analysis, array-based DNA synthesis can be used to bring down the cost for genome-wide probe synthesis (Supplementary Figure S15B, Supplementary Table S13). We reported an approach to generate padlock probe library from array-synthesized DNA pools in a previous study (50). The probe cost can be further reduced by performing phosphorylation in-house using T4 polynucleotide kinase. Second, we have provided a ready-to-use automated probe design software that checks for targeting arms specificity, ligation junction compatibility with SplintR (22) and probe secondary structure. With a list of targeted transcript sequences and a reference genome, a library of probes can be designed easily and ready for synthesis. Lastly, adopting nonamer sequencing-by-ligation allowed us to encode a large diversity of targeted transcripts into barcode sequences as short as 8 nt. The upper limit of this encoding scheme is 4^8^ = 65 536 targets, well above the number of genes in the human genome. Spatial crowdedness could be a challenge when targeting many genes, which is common to all RCA-based approaches. With each amplicon being around 400–800 nm in diameter (45), the number of reads that can be obtained from each cell is likely limited to a couple of hundreds to lower thousands. This limitation can be overcome by combining BOLORAMIS with Expansion Microscopy (51,52), which has been successfully demonstrated by our colleagues in a recent publication (28). When compared with bulk RNA-seq data, quantifying relative gene expression levels is a limitation of BOLORAMIS. This limitation could also be overcome by performing BOLORAMIS in a hydrogel-expanded sample with Expansion Microscopy (28). The process of expanding tissue in the hydrogel removes proteins/lipids thus potentially increasing the availability of transcripts for hybridization. The physical expansion of each cell also results in spatial decrowding, giving more room for amplicons, thus producing a higher read number per cell.

SplintR Ligase has been demonstrated for detection of miRNA from extracted total RNA (15), indicating a possibility for multiplexed *in situ* detection using BOLORAMIS. Although we observed reproducible signals for miRNAs from the high-throughput singplex experiment, our attempt to detect miRNA in the multiplexed *in situ* sequencing experiment was not successful. Factors that could explain this include: (i) lower effective concentration for each probe in the multiplexed experiment (10 nM in the multiplexed experiment due to pooling of 1034 probes versus 1 μM for each probe in singplex experiment); (ii) shorter probe hybridization time in the multiplexed experiment (1 h versus 16 h); (iii) larger washing volume for multiplexed experiment (96-well plate equivalent versus 384-well plate). Optimization of RNA fixation protocol can also be helpful for miRNA detection (53). Further exploration of probe concentration, fixation method, hybridization and washing conditions might yield better miRNA detection, which is beyond the scope of this study. Although our results indicated that further optimization is needed for detection of miRNA, BOLORAMIS could bring new opportunities for highly multiplexed *in situ* detection of alternative splicing events and short transcripts, which will be useful for studying disease pathology and diagnosis (54). BOLORAMIS can also be applied to optical pooled screens (55) for detection of guide RNAs and short barcodes for perturbations. With its unique RT-free and short arm targeting strategy, BOLORAMIS can be used as a practical tool for developmental biology research, functional genomic studies, disease prognosis and novel therapeutic developments.

## DATA AVAILABILITY

Raw Illumina sequencing data for MCF7, PGP1-fibroblasts and HMC3 have been deposited to NCBI Gene Expression Omnibus and can be accessed with GSE166293. Raw Illumina sequencing data for iNGN was acquired from NCBI Gene Expression Omnibus GSE60548. BOLORAMIS probe design software is available at https://github.com/pawlowac/BoloramisProbeDesign. All data used for the figures are available in the supplementary data.

## Supplementary Material

gkab120_Supplemental_Files

## Notes

Present address: Eswar P.R. Iyer, 10X Genomics, Pleasanton, CA 94588, USA.

# Supplementary material for: Barcoded oligonucleotides ligated on RNA amplified for multiplexed and parallel in situ analyses
**Source:** Nucleic Acids Res. 2021 Mar 8;49(10):e58. doi: 10.1093/nar/gkab120
**Supplement:** gkab120_Supplemental_Files

Supplementary Materials for

Barcoded oligonucleotides ligated on RNA amplified for multiplexed and parallel *in situ* analyses

Songlei Liu^{1,†,*}, Sukanya Punthambaker^{1,2,†,*}, Eswar P. R. Iyer^{1,2,13,†}, Thomas Ferrante², Daniel Goodwin^{3,4}, Daniel Fürth⁵, Andrew C. Pawlowski^{1,2}, Kunal Jindal^{1,2}, Jenny M. Tam^{1,2}, Lauren Mifflin¹, Shahar Alon^{3,4}, Anubhav Sinha^{3,4,6}, Asmamaw T. Wassie^{3,4,7}, Fei Chen^{4,8}, Anne Cheng², Valerie Willocq², Katharina Meyer¹, King-Hwa Ling^{1,9}, Conor K. Camplisson^{1,2}, Richie E. Kohman^{1,2}, John Aach¹, Je Hyuk Lee⁵, Bruce A. Yankner¹, Edward S. Boyden^{3,4,7,10,11,12}, George M. Church^{1,2,*}

† These authors contributed equally to this work.

This PDF file includes:

Supplementary Methods

Supplementary Results

Supplementary Figure S1-S15

Supplementary Table S16

Supplementary References

This PDF file does not include:

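Several of the tables can be recomputed from the values per cell or per probe that they hold. Table S4 gives the amplicon counts behind the comparison of arm lengths for probes on ACTB, with a matched and a mismatched probe for each of 11 designs. The probe pair B18 had 75.9 ± 8.34 amplicons per cell (SEM) for the matched and 2.62 ± 0.245 for the mismatched probe, and the true discovery rate, the matched signal as a percentage of both, came to 96.7%. Only B20 was higher with 99.4%, at 3.23 ± 0.601 matched amplicons per cell, and the lowest was B4 with 40.8%. Table S6 gives amplicons per cell in a mixed culture of mouse and human cells. Here a cell was taken as human where the human gene had more amplicons, and otherwise as mouse. The shares rest on the same amplicons, so they are not independent evidence of specificity. In putative human cells 93.1 ± 5.16% (SD, n = 10 cells) of ACTB amplicons and 83.4 ± 6.63% (n = 7) of GAPDH amplicons were of the human gene, and in putative mouse cells 94.6 ± 1.78% (n = 5) and 98.4 ± 1.29% (n = 8) were of the mouse gene.

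Table S7 gives spots per cell for BOLORAMIS and for single-molecule FISH (smFISH). For GAPDH, a glycolytic enzyme, the mean was 111 ± 25.2 spots (SD, n = 9 cells) by BOLORAMIS and 932 ± 284 (n = 6) by smFISH, which is a sensitivity of 11.9% with a bootstrap 95% interval of 9.13% to 15.2%. For POLR2A, the large subunit of RNA polymerase II, 25.5 ± 10.9 spots (n = 17) against 72.4 ± 27.4 (n = 7) gave 35.2% (25.6% to 47.7%). For TFRC, 15.5 ± 6.08 spots (n = 22) against 140 ± 39.5 (n = 11) gave 11.1% (8.82% to 13.8%). Table S8 lists the 96 multiplexed targets with the paper's DESeq2 baseMean and log2 fold change between HMC3 and iNGN cells.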

Supplementary Table S1-S15, which is included as a separate Excel file.

SUPPLEMENTARY METHODS

TF probe design for singleplex experiment

77 TFs spanning a broad expression range (log2 FPKM 0-9) were mined from PGP1 iNGN bulk-RNAseq data²⁴. A total of 192 probes targeting 77 independent mRNA (TFs) were designed with up to 5 independent probes targeting independent region per RNA. Targeting sequences with high minimal annotated cross-hybridization were mined from Affymetrix Human Primeview arrays (Affymetrix). For all mRNA probes, total targeting region was kept constant at 25 bases, and probes were designed with asymmetric hybridization arm lengths (18/7). Ligation junctions were distributed normally around the expected frequency (mean 12 probes/Ligation Junction +/- Stdev.) with the exception of junction .CC (n = 4, ~2%). All probes targeting mRNA, MIP capture sequence was kept constant at 25 nt, with an asymmetric ligation junction positioned 18 nt from the first base of 5' targeting RNA sequence. The mean melting temperature for mRNA targeting probes was 74.35 with a Stdev. of 5.27 °C (n = 192).

miRNA probe design for singleplex experiment

77 probes targeting 77 mature human miRNA sequences were designed. miRNA targets were selected, guided from previously reported miRNA expression values in human PGP1 iPSC. Mature human miRNA sequences were mined from miRbase. For miRNA with more than one mature sequences, the mature sequence with higher reported RNA seq values were selected. The mean miRNA length was 22 nt with a Stdev. of +/- 0.93. The smallest mature miRNA target sequence was 18 nt (hsa-miR-151b). Probe-ligation junction positions were determined between positions 7-15 nt from 5', with a mean position of 11 +/-2.6 nt (Stdev.). Positions were selected against G in donor or acceptor positions to increase ligation efficiency (1, 2). The mean miRNA probe melting temperature was 64.8 +/- Stdev. of 4.46 (n = 77). The mean overall miRNA targeting probe length was 57.2 nt long (+/- .93 Stdev.), with minimum and maximum lengths being 53 and 59 nts respectively.

High-content 384-well BOLORAMIS library preparation

Probes were diluted to 10 µM final concentration in hybridization buffer consisting of 6X SSC with 10% Formamide. Probes were hybridized for up to 16 hours at 37 °C either on a in a warm room, followed by a brief wash in PBS to remove excess probes. SplintR ligation mix was prepared fresh and added slowly on the samples. Ligation reaction was carried out for 2 hours at room temperature with 1X SplintR Ligase mix. SplintR ligase mix consisted of SplintR ligase at 250 nM final concentration in 1X SplintR Ligase reaction buffer. As reported earlier, we also observed a high rate of non-cellular amplicons with SplintR ligase concentrations above 1 µM (3). RCA mix consisting of 0.6 U/µl of Phi29 Polymerase (Lucigen, 30221-2) in 1X Phi29 polymerase buffer, 0.25 mM dNTPs, in DEPC treated water was added immediately after ligation step. Cells were incubated at 37 °C for 90 minutes, or overnight.

RNA profiling, high-content imaging and Image analysis

Fully automated images were acquired from 3 positions chosen randomly from each well on ImageXpress Micro high content screening microscope (MDS Analytical Technologies) using a 40x magnification. Wells with bright fluorescent artifacts were eliminated from analysis. Images were converted from 16bit to 8bit TIFFS, and analyzed using a fully automated pipeline in CellProfiler (4–6). On average, 1410 cells were imaged per target RNA, 93% of targets imaged consisted of at least 500 cells/ target or more. For each probe, on average 669 cells were imaged, and ~96% of probes consisted of at least 250 cells or more. For individual probes, mean sample size consisted of 669 cells/ probe with ~96% of probes containing at least 250 cells. Images were converted to a Maximum Intensity Projection (MIP). Nuclei were defined by automated thresholding and size range 40-200 pixels using shape descriptors. Cell outlines were calculated using CellMask membrane stain (ThermoFisher) and using nucleus position as “seeds” objects. Cytoplasm area was calculated by subtracting the nuclear area from cell area. Puncta images were enhanced using a top-hat filter to enhance the rolling circle amplicons. Watershed segmentation was used to separate amplicons lying in close proximity. All steps were performed using CellProfiler 2.2.0. 3D rendering of images was done using IMARIS (Bitplane). Images were quality checked individually, and wells with any bright fluorescent artifacts were manually eliminated from analysis.

Probe statistics calculation

Summarized Statistics for each probe was calculated from mean single-cell BOLORAMIS expression values (Puncta Counts/Cell). 

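The COV of a target is the SD of the mean puncta per cell of its probes, divided by their mean, and it measures how much probes on 1 transcript differ in yield. The copy of Supplementary Table S2 used here holds 189 mRNA probes for 75 transcription factor genes, 52 of them with at least 2 probes. Across these 52 the COV was 53.6 ± 29.8% (mean and SD). It was lowest for the neuronal transcription factor gene NEUROD1 with 0.901%, from 2 probes, and highest for SMAD3, a mediator of TGF-beta signalling, with 138%. With the SD taken over n in place of n - 1 the mean COV was 43.6%. Over all 189 probes the mean was 79.2 ± 72.7 puncta per cell. ZFP42, a marker of pluripotent cells, had the highest mean of a target with 237, from 1 probe. GATA2 followed with 234, from 3 probes.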

To estimate dispersion of probability distribution for independent probes targeting the same RNA, COV was calculated for each RNA targets with at least 2 or more probes targeting independent regions.

Gene-gene proximity analysis

Using each amplicon as a centroid, we counted the numbers and recorded the gene identities of all other amplicons within a 5 μm radius (about 1/2-1/4 the size of a nuclei). Then for amplicons with the same identity across the entire dataset, we summed up the counts for each of the 96 mRNAs in their proximity. This analysis provided an approach to reveal pairwise spatial relationships between genes. For each gene pair, the gene-gene proximity value was normalized by the sum of their BOLORAMIS counts in order to mitigate the influence of the relative expression level. Weighted neighborhood voting analysis was performed as follows: for each punctum, the sum of the bulk RNA-seq log2 fold change (log2fc) values of all other puncta within a 5 μm radius were calculated. This analysis provided another angle to capture the spatial context of each puncta.

SUPPLEMENTARY RESULTS

Ligation junction and correlation with bulk mRNA measurement in singleplex experiment

We split our data from 192 TF targeting probes into 16 donor/acceptor ligation junction categories and found a close dependency between Pearson correlation and ligation junction composition, which ranged from -0.351 to 0.928 across all 16 categories. Consistent with previous reports, probes with a G in either donor or acceptor positions correlated poorly with bulk RNA-seq measurements (Supplementary Figure S3H). Interestingly, C in donor/acceptor positions (dT/C, dC/C, dA/C or dC/A) displayed the highest correlation with RNA-seq values (Pearson's r : 0.928, 0.856, 0.573 and 0.57 respectively) (Supplementary Figure S3H).

Hybridization arm melting temperature and correlation with bulk mRNA measurement in singleplex experiment

We also observed a dependency between probe melting temperatures (T_m) and Pearson's correlation with bulk RNA-seq values, which explained some of the variance associated with the data. In general, probes with greater T_m 's displayed a higher Pearson's correlation with bulk RNA-seq values ($R^2 = 0.721$, Supplementary Table S14).

Spatial patterns of transcripts observed in singleplex experiment

Single-cell spatial distribution of BOLORAMIS spots seemed non-random, and consistent for a given probe. To quantify differences in spatial localization, we calculated the ratio of mean nuclear to cytoplasmic amplicon counts (N: C ratio) and identified several transcripts with signal preferentially localized in the nucleus or cytoplasm in iPSCs (Supplemental Figure S3I). For example, we observed a significantly higher nuclear signal from probes targeting SMAD1, hsa-miR-148b-3p, POU4F2, HEY1, GBX2, FOXD3, hsa-miR-301-3p, OTX2 and NFATC1 (Z-score N: C ratio ≥ 1.64) (Supplemental Figure S3I). In contrast, probes targeting KAT7, IRX4, THAP11, ZFX, TLX3, SOX8 and LIN28 showed higher cytoplasmic localization (Z-score N: C ratio ≤ -1.64) (Supplemental Figure S3I).

SUPPLEMENTARY FIGURES

Supplementary Figure S1. Representative images from the hybridization arm length test. **(A)** Perfect matching probes. **(B)** Corresponding negative control probes with a single mismatch at the ligation junction.

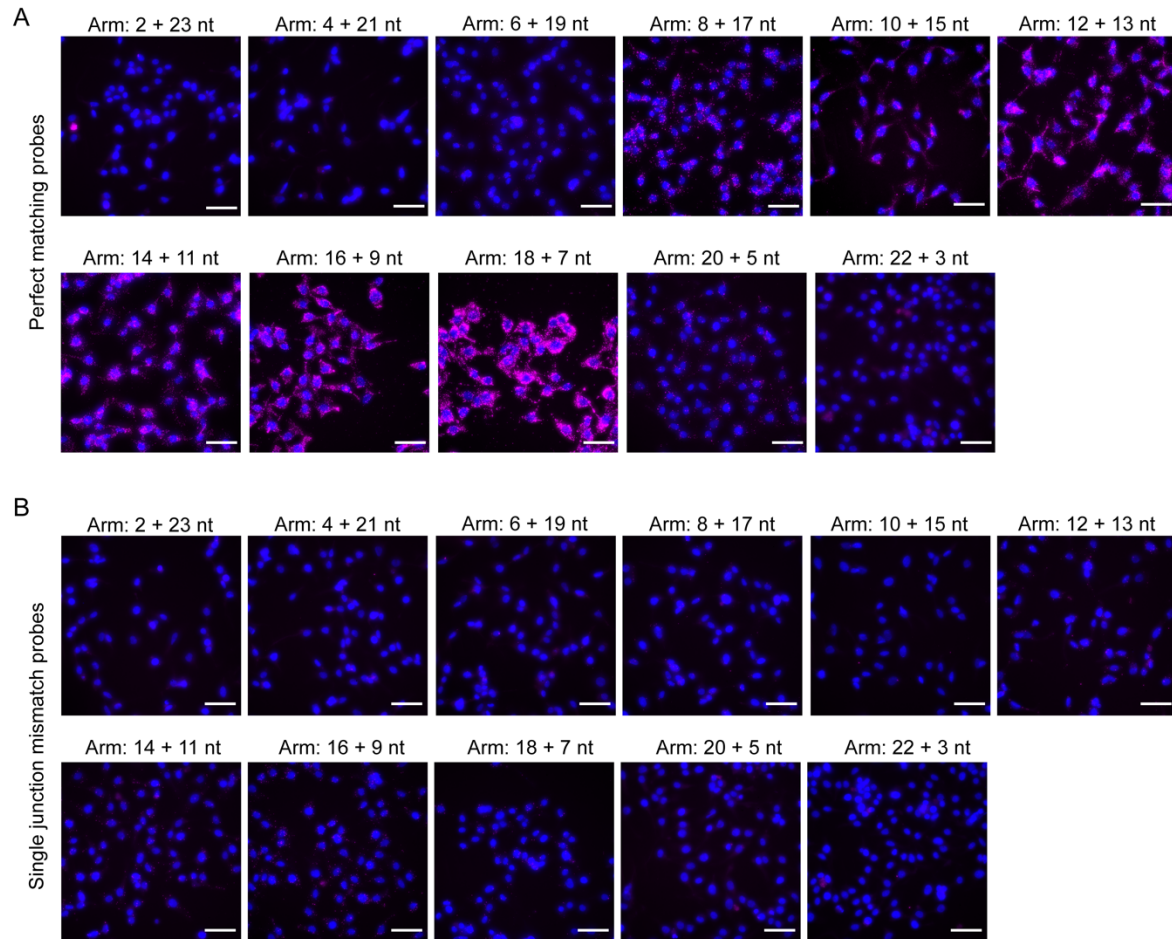

Supplementary Figure S2. High-content imaging and analysis pipeline for singleplex BOLORAMIS experiments. Cells were cultured and processed in parallel in a 384-well plate and stained. **(A)** Thousands of images representing tens of thousands of cells were collected in three optical channels using a fully automated high-content screening microscope and stored in a central database. Z-stacks were projected using Maximum-intensity projection, and images were down-sampled from 16 bit to 8-bit tiff format. **(B-K)** A custom cell-profiler pipeline was developed for segmenting and analyzing the images. Briefly, the nuclei were defined by automated thresholding and using shape descriptors **(B,E)**. The cell-outlines were calculated using cell-mask membrane stain and the nucleus was used as a “seed” object for each cell **(C,F)**. BOLORAMIS protocol was used to generate amplicons from targeted RNA and puncta were segmented using a top-hat filter **(D,G)**. Cytoplasmic boundaries were calculated by subtracting nuclear area from total cell-boundaries **(H)**. Finally, the identified puncta and other objects were computationally associated with each cell using spatial coordinates such that the spatial identity is preserved **(I,J,K)**

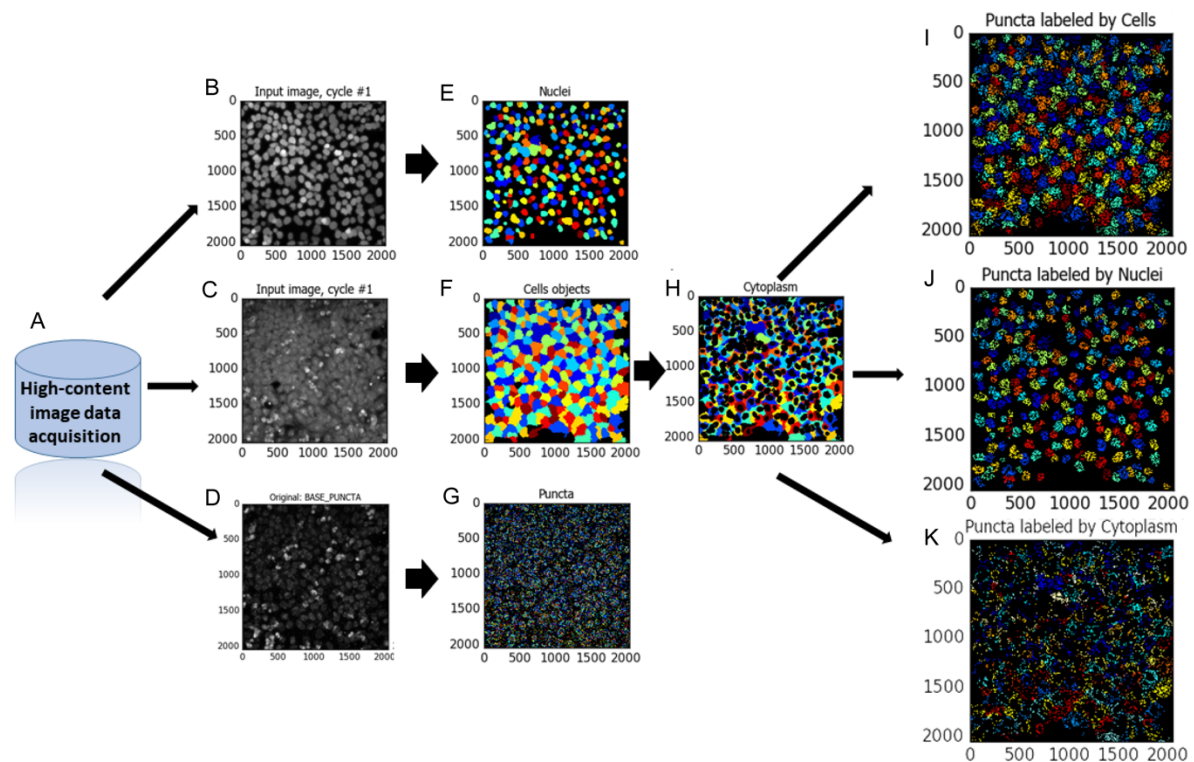

Supplementary Figure S3. Singleplex BOLORAMIS detection of coding and non-coding RNA. **(A)** Mean BOLORAMIS spot/cell measurements for 154 mRNA and miRNA measured from human iPSCs. **(B,C)** Single cell BOLORAMIS expression distribution of key coding and small-noncoding cell-type markers are shown. **(D)** Distribution of COV for independent probes targeting the same mRNA transcripts. **(E)** Mean spots per cell for tested triplicates for mRNA probes. **(F)** Mean spots per cell for tested duplicates for miRNA probes. **(G)** Correlation plot of mean single-cell BOLORAMIS values for 77 miRNAs assayed in replicates. **(H)** Effect of ligation junction composition on Pearson's correlation of mRNA measurements with bulk RNA-seq. **(I)** Scatterplot showing nuclear to cytoplasmic RNA distribution. N: C ratio values with Z scores ≥ 1.64 or ≤ -1.64 are highlighted in red and blue respectively.

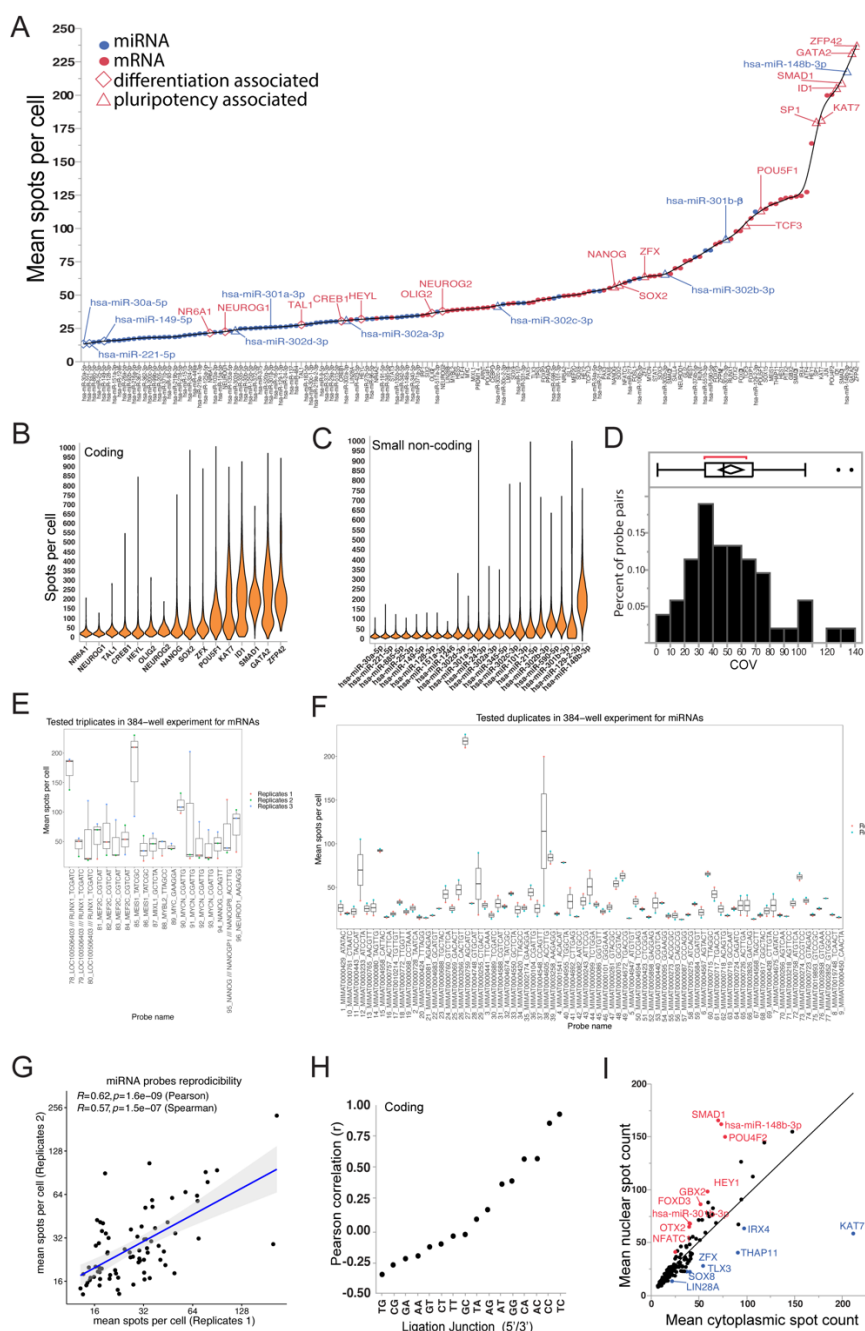

Supplementary Figure S4. Examples of BOLORAMIS phenotypes of coding and small non-coding RNAs: **(A)** GATA2, **(B)** miR-302b-3p, **(C)** SMAD1. **(D)** Sox2, CellProfiler segmented cell boundaries are indicated as red outlines. Detected spots are indicated by green diamonds for clarity. Scale bar: 50 μ m.

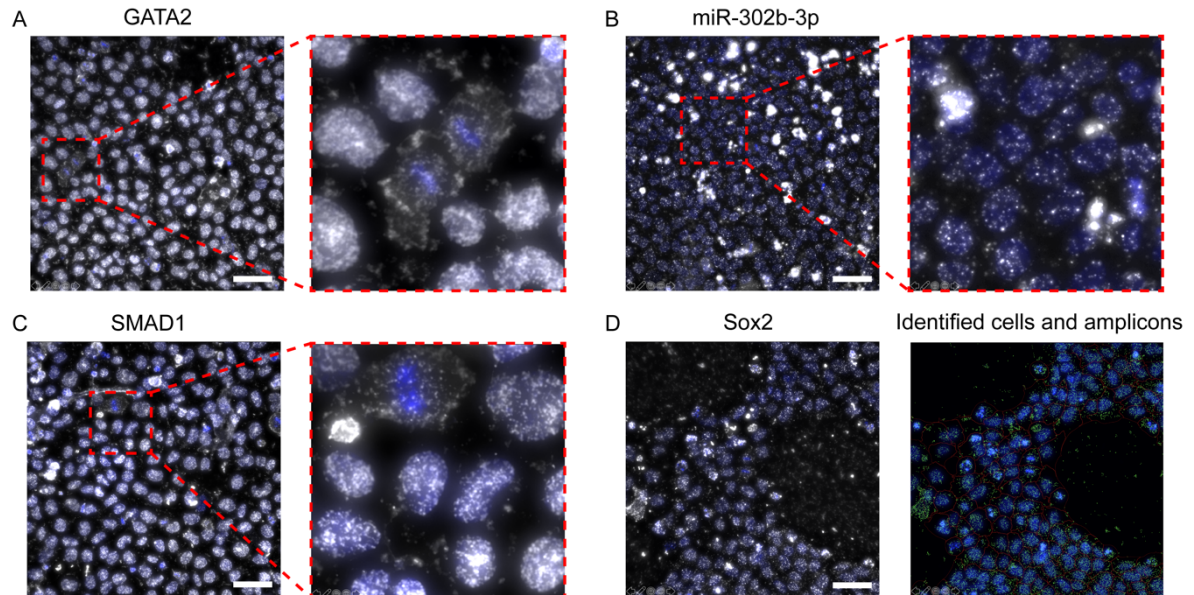

Supplementary Figure S5. Probe number per gene test. Relationship between puncta per cell and probe per gene for eight genes in **(A)** MCF7 cells and **(C)** PGP1-Fibroblasts. Correlation between BOLORAMIS detection and bulk RNA-seq (TPM) for eight genes when 2, 5, 10, or 24 probes were used for each gene in **(B)** MCF7 cells and **(D)** PGP1-Fibroblasts.

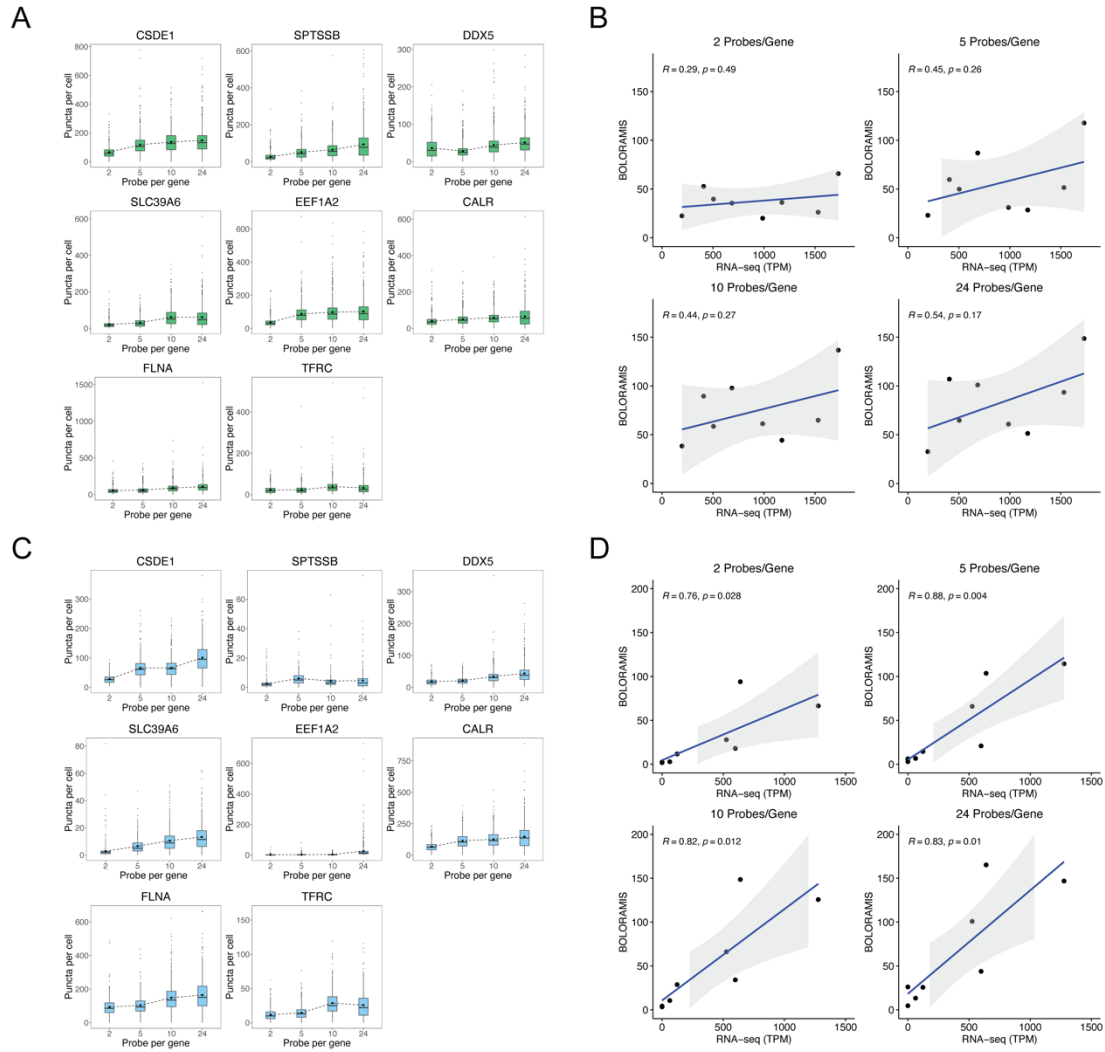

Supplementary Figure S6. Reproducibility of BOLORAMIS measurements in 96-well experiments.

Eight genes were tested in duplicates in **(A)** MCF7 cells and **(B)** PGP1 fibroblasts. Two genes were tested in triplicates from **(C)** MCF7 cells and **(D)** HeLa cells.

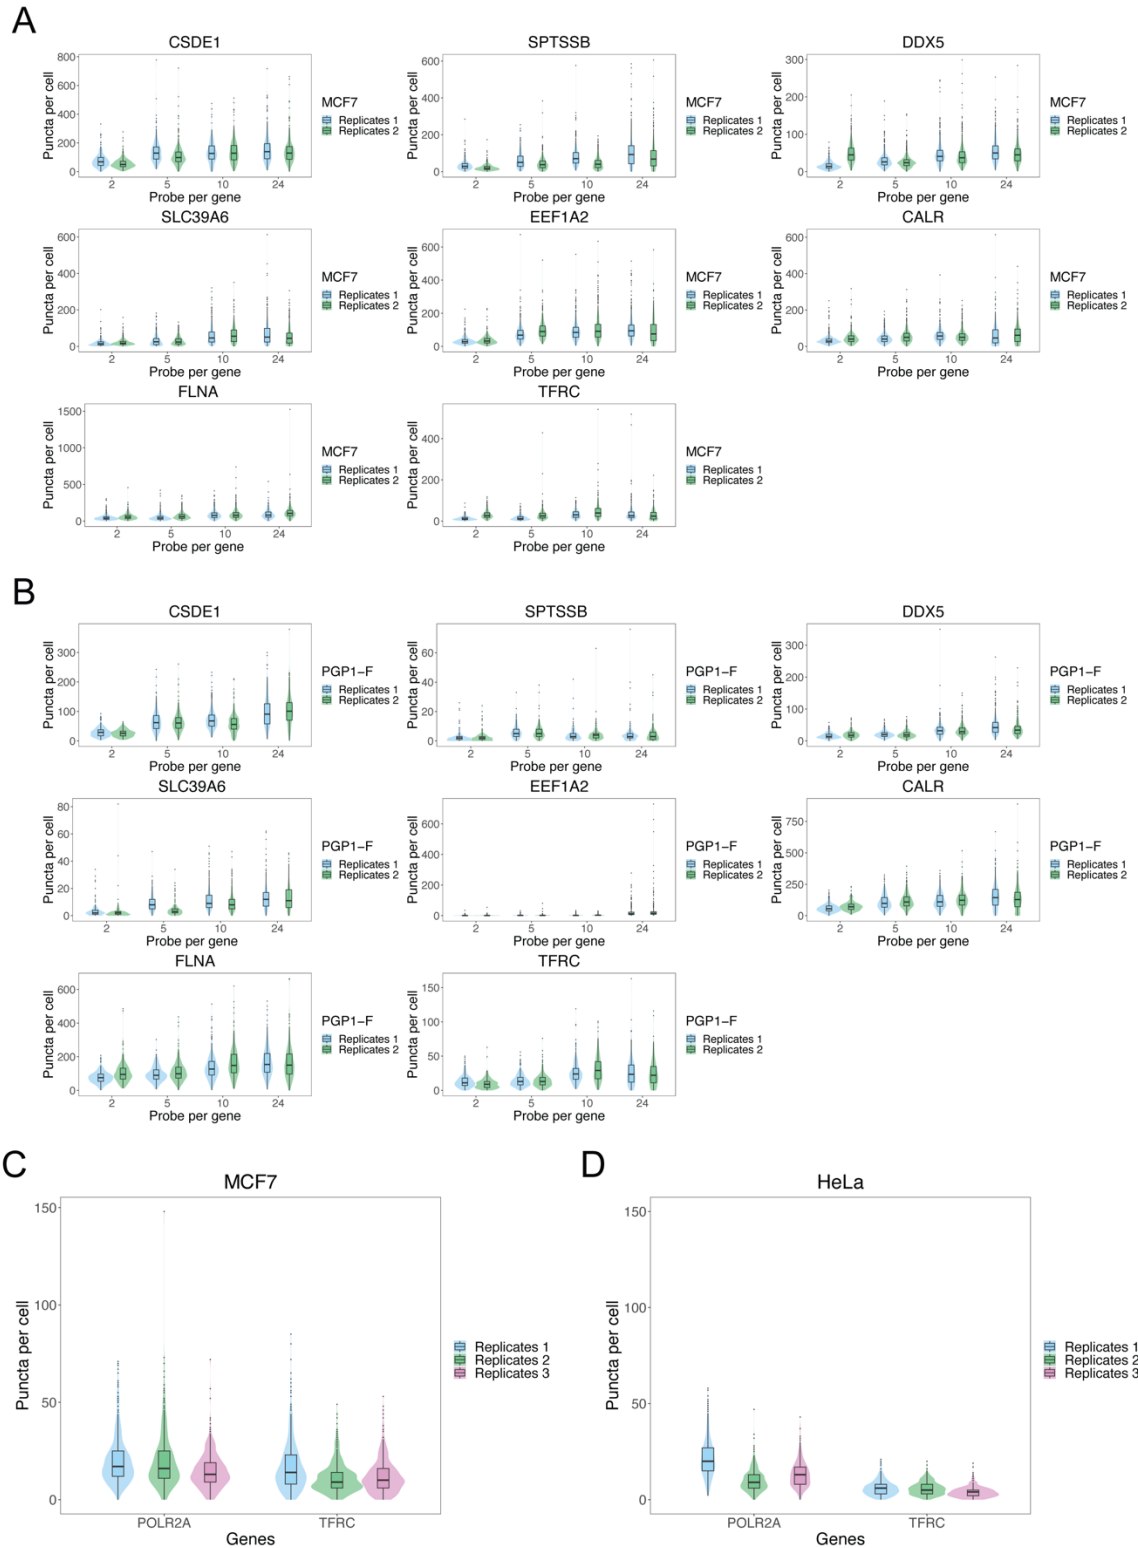

Supplementary Figure S7. Automated probe design software for multiplexed BOLORAMIS.

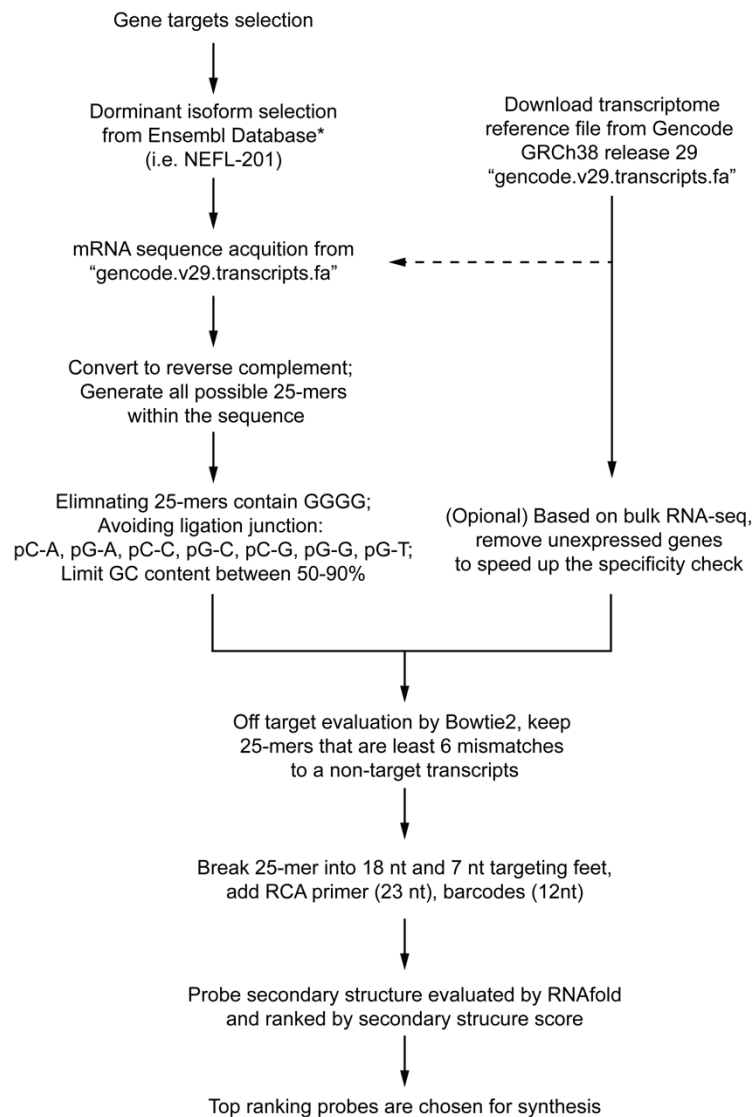

Supplementary Figure S8. Probe structure and nonamer sequencing-by-ligation. **(A)** Schematic of barcoded probe design for multiplex *in situ* sequencing. **(B)** Schematic of nonamer sequencing-by-ligation, with base #2 as an example for either minus direction or plus direction. **(C)** Eight cycles of nonamer sequencing by ligation during the multiplexing experiment (blue = G, green = A, red = C, magenta = T).

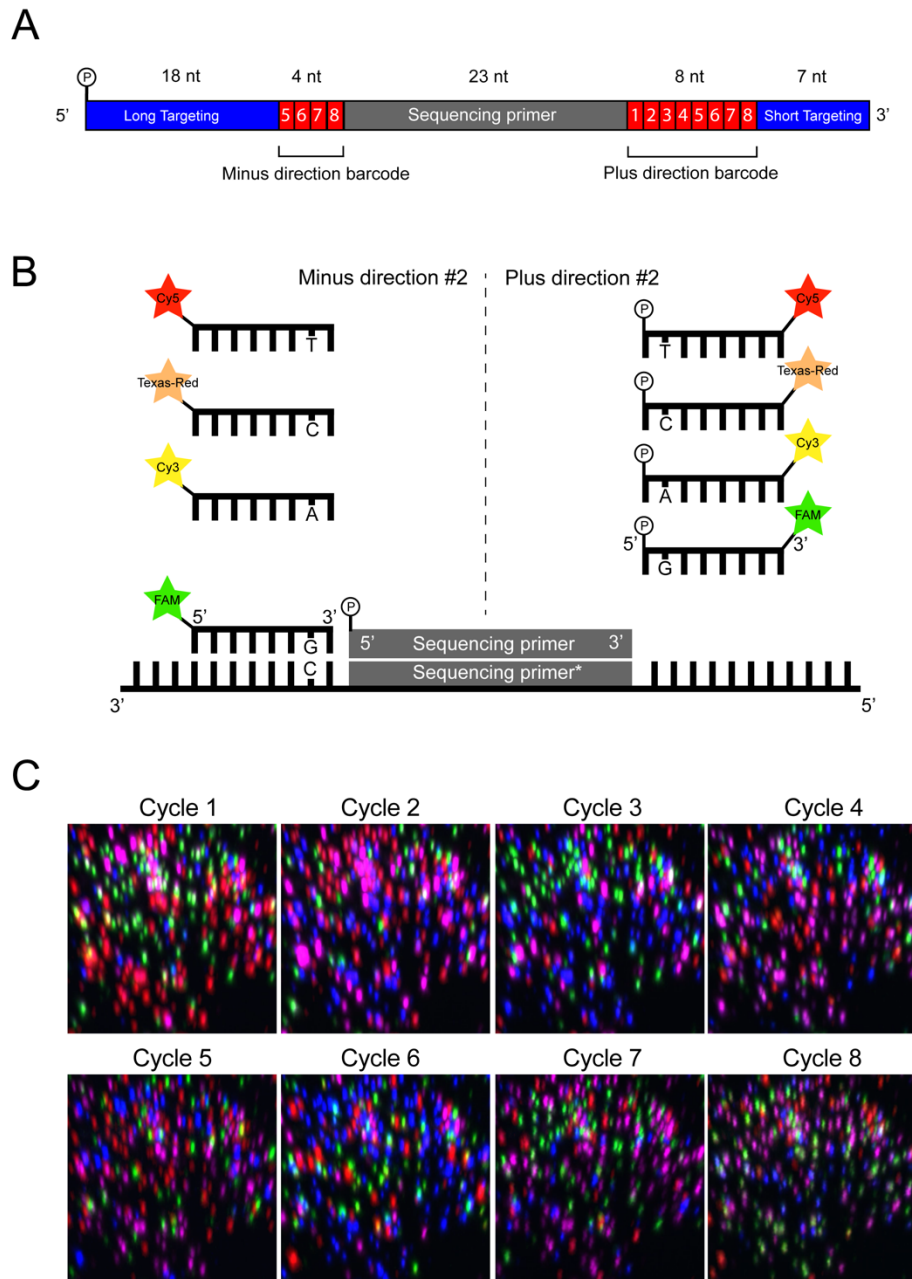

Supplementary Figure S9. Error correction of non-perfect matching barcodes. **(A)** Distribution of minimum Hamming distances to reference barcodes for all non-perfect matching barcodes. **(B)** Correlation between amplicon counts from perfect-matching and error-correctable barcodes. **(C)** Hamming distances of all 27,765 non-perfect matching barcodes to 96 mRNA (Barcode_001-096) and 77 miRNA (Barcode_097-173) reference barcodes.

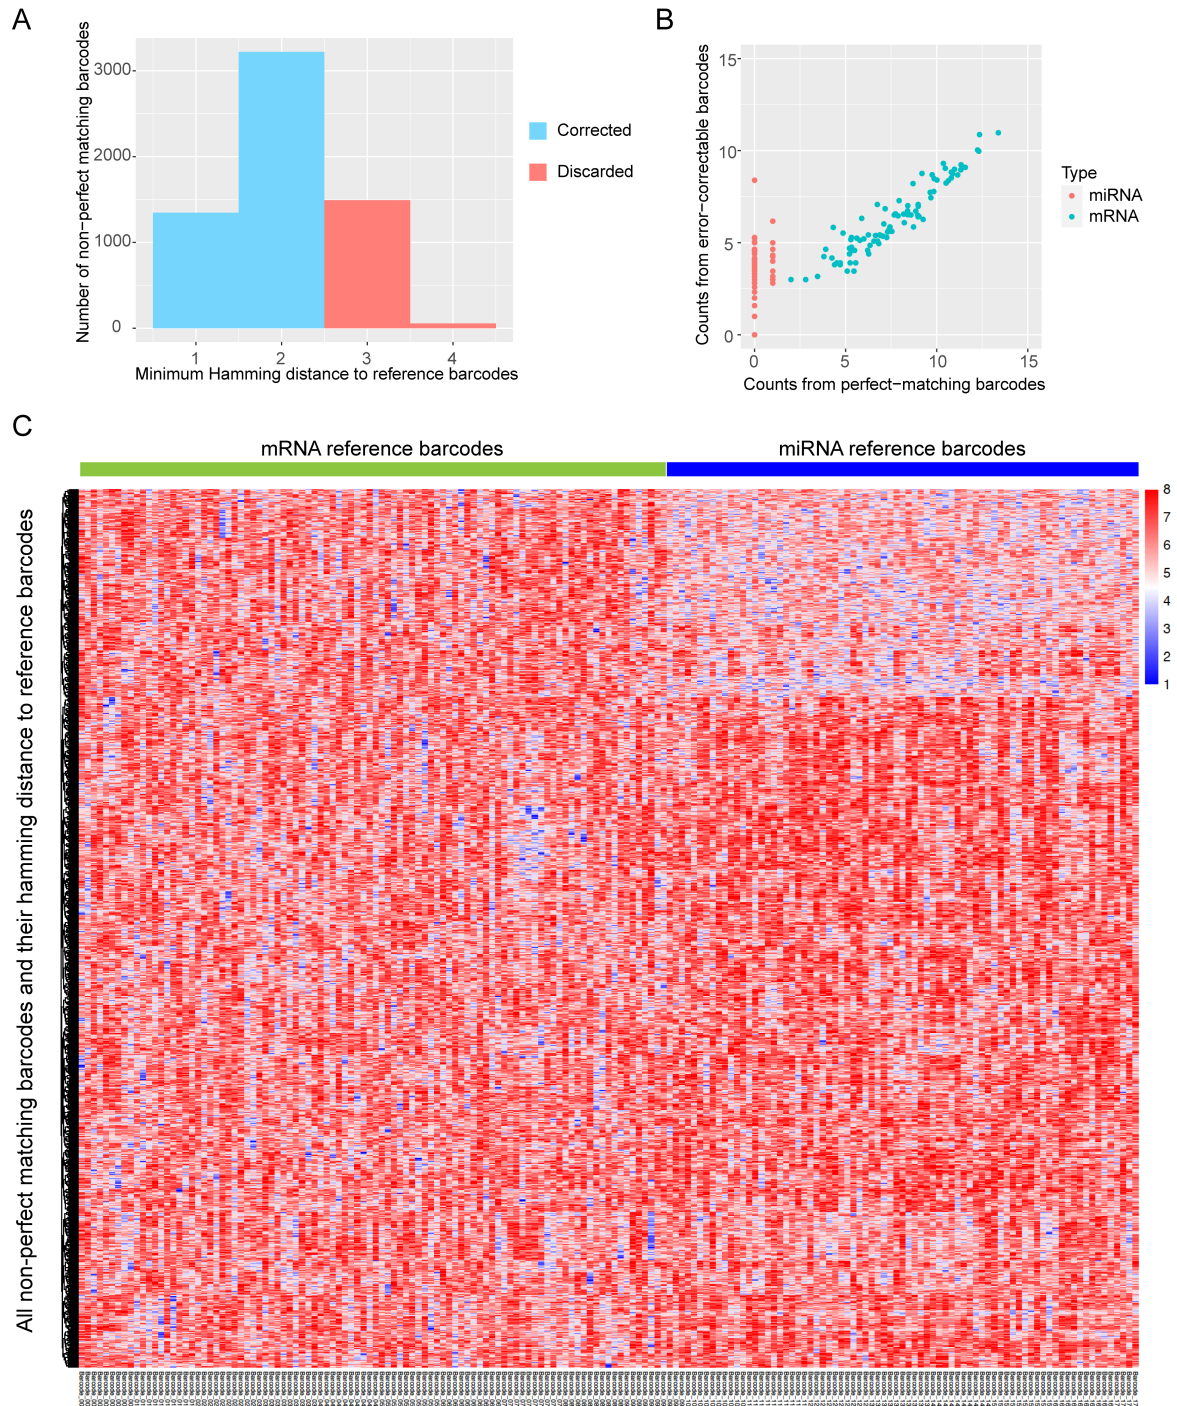

Supplementary Figure S10. Expression profile of 96 mRNAs detection by BOLORAMIS (A) Bar plot of BOLORAMIS count for all 96 mRNA targets. (B,C) Correlation between BOLORAMIS count and RNA-seq values before (B) and after (C) barcode error correction. RNA-seq values were calculated as a weighted average of HMC3 and iNGN expression value with a ratio of 4:1, according to single-cell clustering analysis.

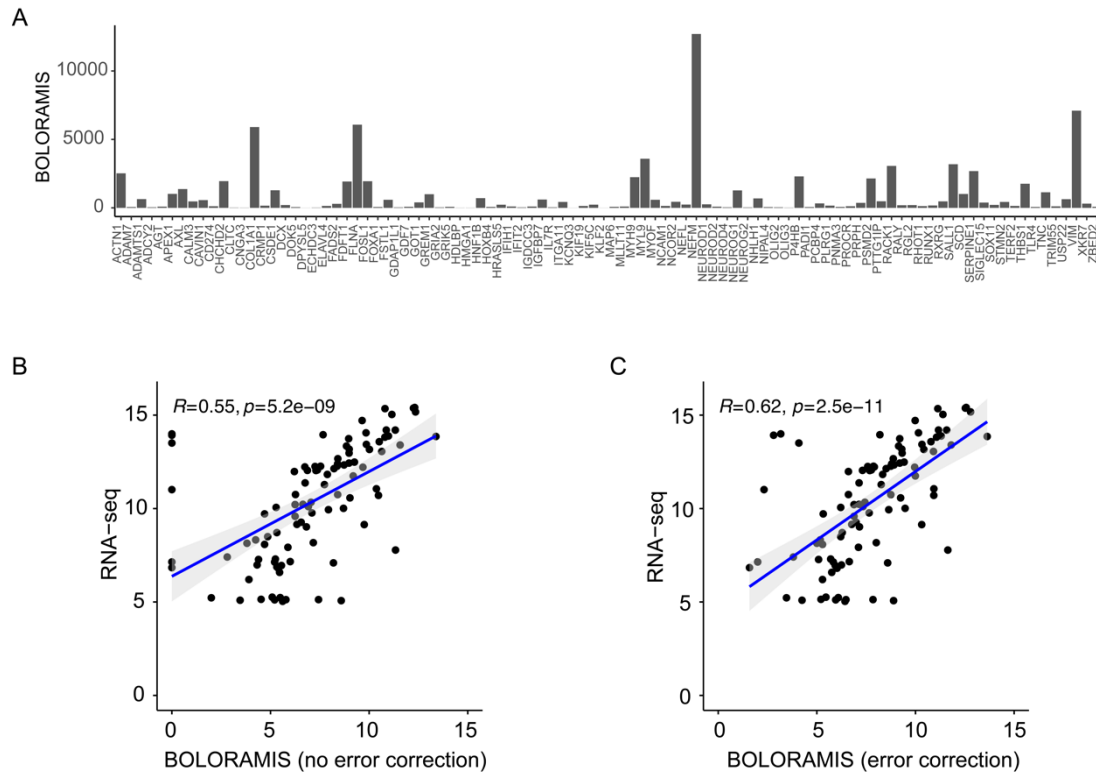

Supplementary Figure S11. Single cell segmentation. **(A)** Tile scan strategy during nonamer sequencing. Of note, even though x and y seem inverted here, it's consistent with coordinates provided in Supplementary Table S10. **(B)** Segmented single cell ROIs (black lines) and amplicons (purple dots) visualized. **(C)** Two example tiles showing relationships between cell nucleus (blue), amplicons (green), and segmented ROIs (yellow). **(D)** Centroids of single cells.

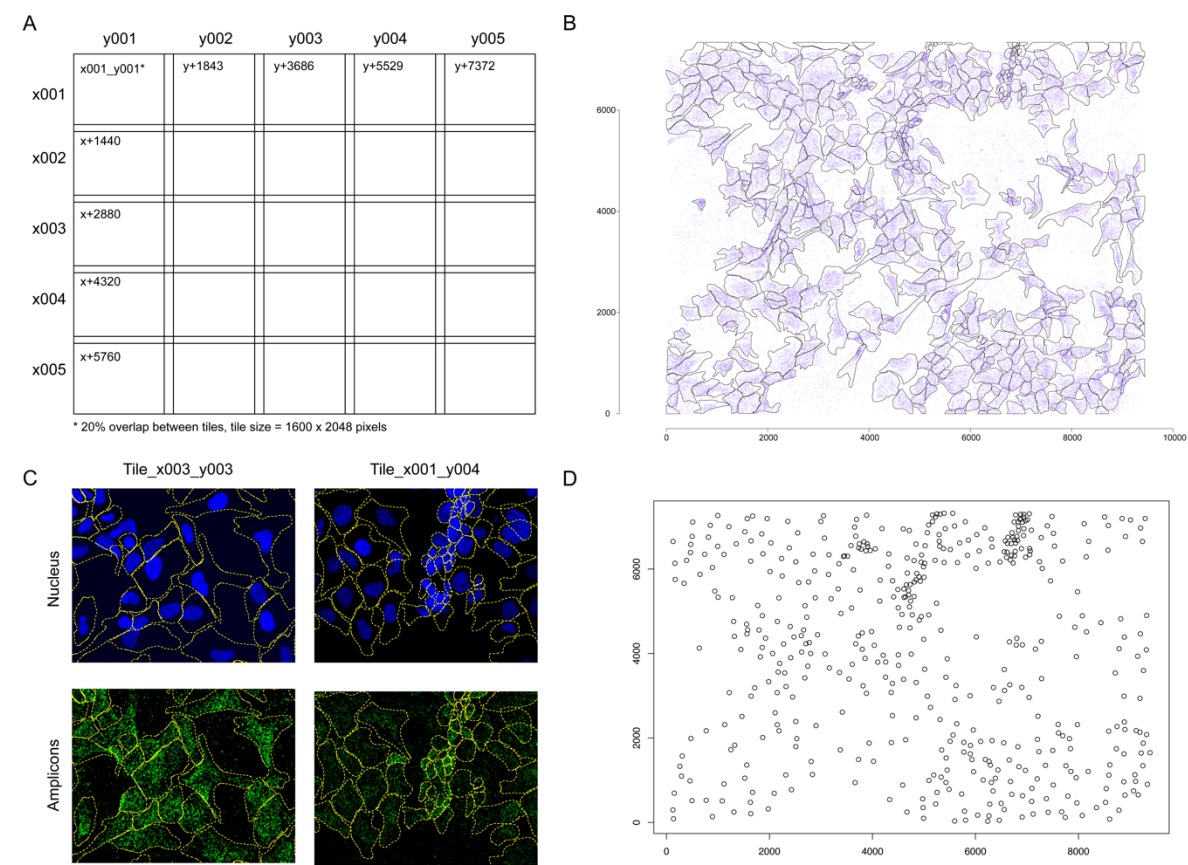

Supplementary Figure S12. Giotto QC and cluster marker distribution. **(A)** Number of genes detected per cell after QC. **(B)** Number of reads per cell after QC. **(C)** Principle component analysis. **(D)** Violin plots for iNGN and HMC3 cluster markers.

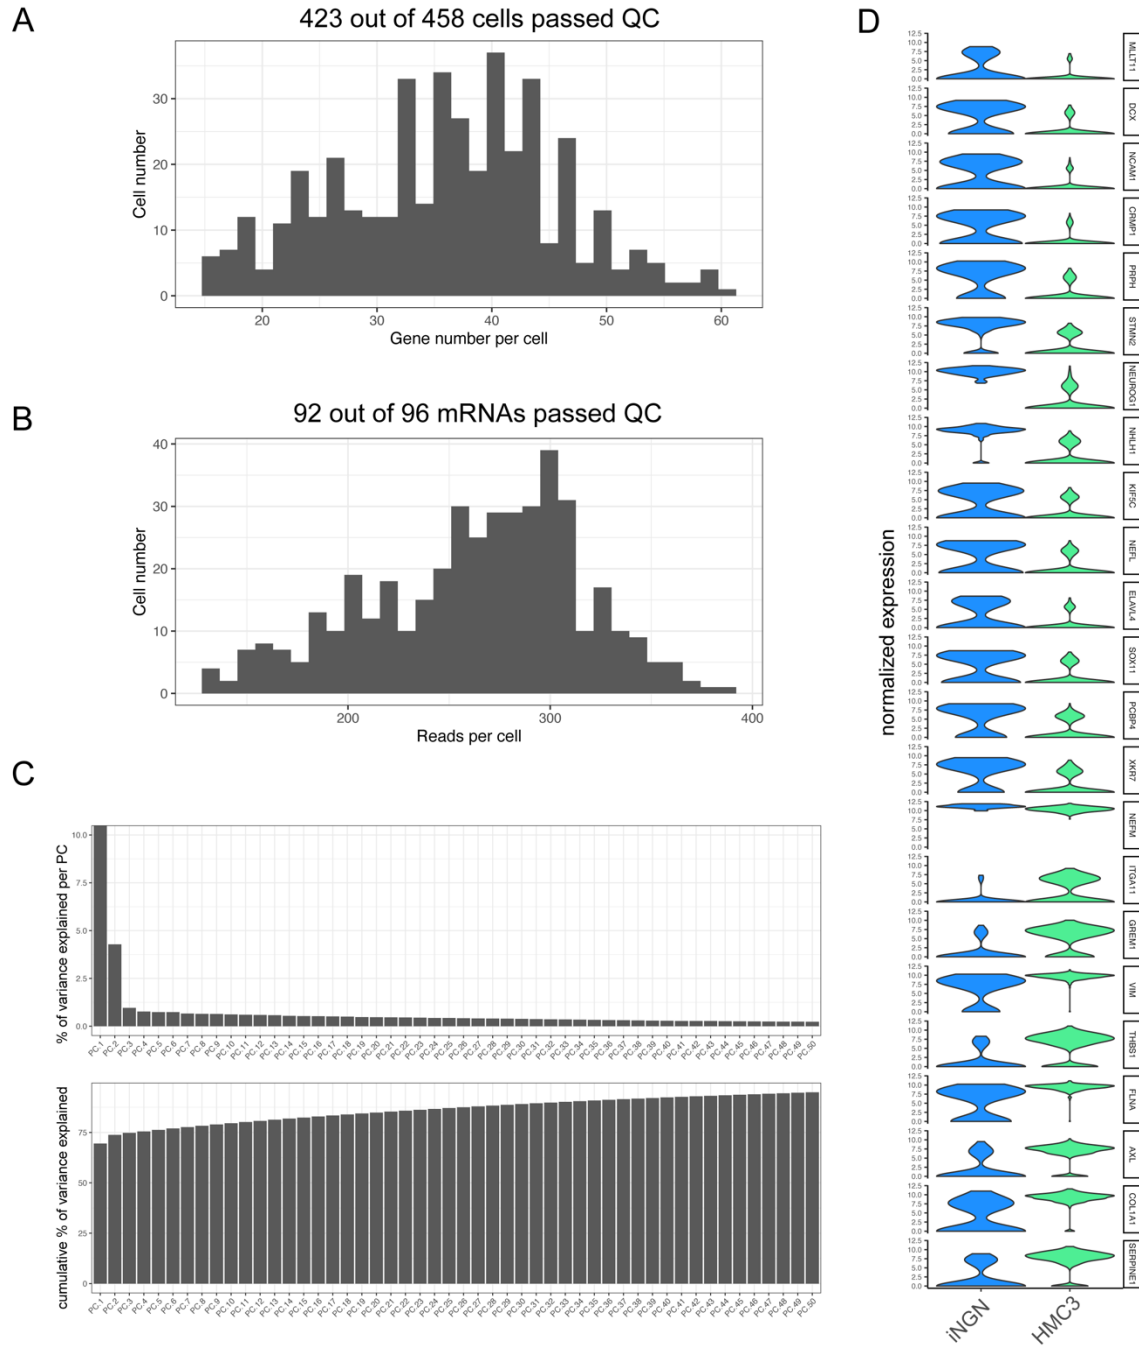

Supplementary Figure S13. Cluster and spatial distribution of additional post-QC mRNA targets. **(A)** iNGN-enriched genes, including MLLT11, DCX, NCAM1, CRMP1. **(B)** HMC3-enriched genes, including SERPINE1, COL1A1, AXL, FLNA.

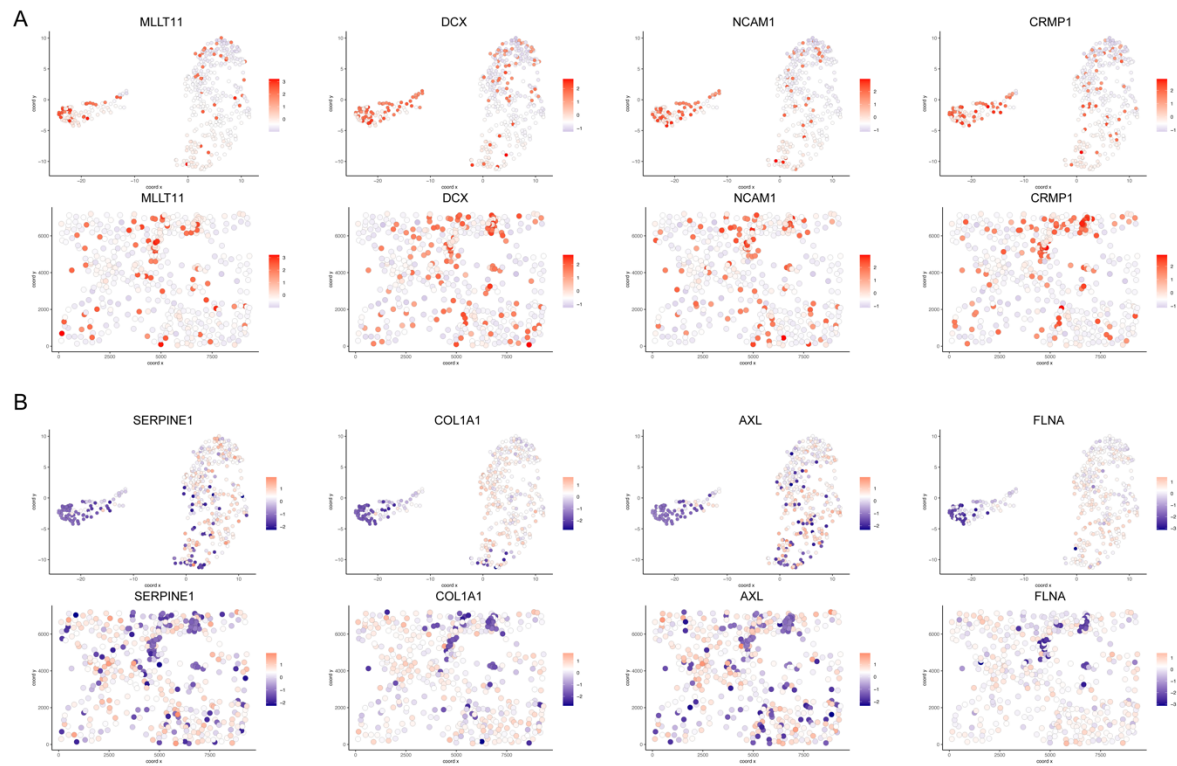

Supplementary Figure S14. Spatial clustering patterns of 96 genes captured by BOLORAMIS using gene-gene proximity analysis. **(A)** Schematic of gene-gene proximity analysis. **(B)** Correlation between BOLORAMIS counts and self-proximity value. **(C)** Weighted neighborhood voting analysis: for each punctum, the sum of the bulk RNA-seq log2 fold change (log2fc) values of all other puncta within a 5 μm radius is calculated and plotted on y axis; the log2fc value of itself (centroid puncta) is plotted on x axis. This analysis reflects the spatial context of each gene. **(D)** Heatmap for gene-gene proximity analysis for 96 genes across the entire 3D imaging volume. Automatic hierarchical clustering enabled (dist_method = “euclidean”, clust_method = “average”). Three bar graphs were appended below: top, log2 Fold Change was “log2fc” from DESeq2; middle, mean RNA-seq count was “baseMean” from DESeq2; bottom, BOLORAMIS count.

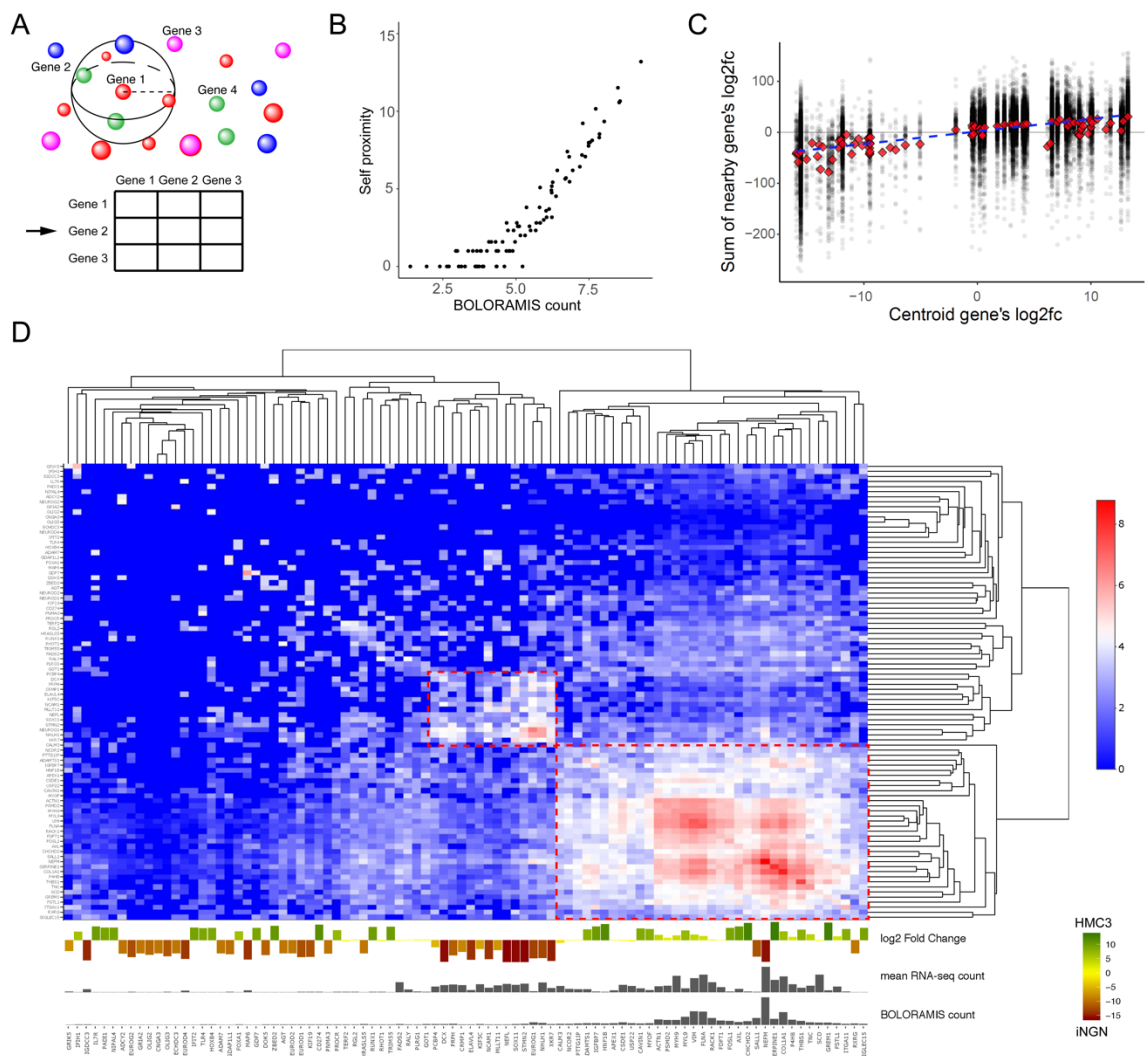

Supplementary Figure S15. Probe cost analysis of different lengths and synthesis strategy. **(A)** Comparison between cost of probe when targeting different numbers of targets for 60 nt (BOLORAMIS) and 90-100 nt (other SplintR). **(B)** Cost comparison of different synthesis strategies.

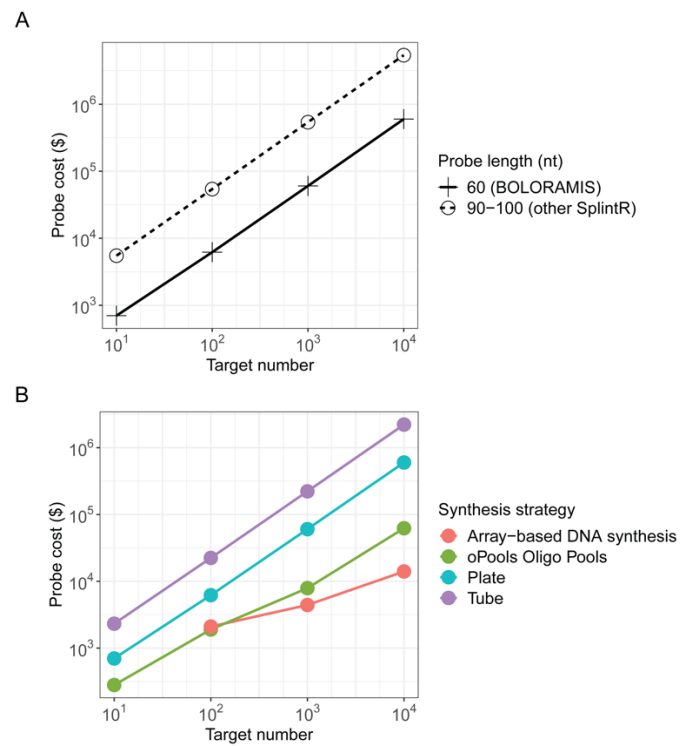

Supplementary Table S16. Comparison of targeted spatial transcriptome technologies.

Technology	Need for reverse transcription	Sensitivity	Demonstrated multiplex limits	Demonstrated subcellular resolution	Automated probe design software availability	Multiplexing chemistry	Ref.
**BOLORAMIS**	No	11-35% ¹	96 genes (957 probes)	Yes	Yes ⁸	In situ nonamer sequencing by ligation	This paper
**Targeted ExSeq**	No	62% ²	297 genes (4353 probes)	Yes	No	In situ SOLiD or Illumina chemistry	(7)
**Nilsson in situ padlock**	Yes	Not reported	99 genes (755 probes)	Yes	Yes ⁹	In situ nonamer sequencing by ligation	(8, 9)
**STARmap**	No	Not reported	1020 genes	Yes	No	In situ SEDAL sequencing by ligation	(10)
**MERFISH**	No	21-105% ³	155 genes	Yes	Yes ¹⁰	Sequential hybridization	(11, 12)
**SeqFISH+**	No	49% ⁴	10,000 genes	Yes	No	Sequential hybridization	(13)
**Spatial Transcriptomics**	Yes	6.9% ⁵	All poly-A	No	Not applicable	In situ array and NGS	(14)
**High Definition ST (HDST)**	Yes	1.3% ⁶	All poly-A	Yes	Not applicable	In situ array and NGS	(15)
**Slide-seq**	Yes	1% ⁷	All poly-A	No	Not applicable	In situ array and NGS	(16)

¹Three genes individually compared with smFISH in HeLa cells.

²Four genes individually tested in HeLa cells. Sensitivity was determined by comparing spots per cell from HCR-ExFISH and Targeted ExSeq. Two methods were performed sequentially on the same cells.

³Measured in U-2 OS cells. Spots per cell were compared with smFISH. 21%-94% in non-expanded samples. 105% in expanded samples, likely due to spatial decrowding of highly abundant genes.

⁴Measured in NIH/3T3 cells. Spots per cell were compared with smFISH.

⁵Measured in mouse brain tissue. ST detection events compared with spatially binned spot counts of smFISH.

⁶Measured in mouse brain tissue. Quantification methods similar to 5.

⁷Measure in mouse brain tissue. Compared spot counts with HCR-amplified smFISH.

⁸ <https://github.com/pawlowac/BoloramisProbeDesign>

⁹ https://github.com/Moldia/multi_padlock_design

¹⁰ <https://www.protocols.io/view/rna-imaging-with-merfish-design-of-oligonucleotide-menc3de>

Supplementary Tables S1-S15 are included as a separate Excel file.

Supplementary Table S1. General probe sequences

Supplementary Table S2. Probe sequences for 384-well singplex experiment (192 mRNA probes, 77 miRNA probes)

Supplementary Table S3. Probe sequences for multiplexed experiment (957 mRNA probes, 77 miRNA probes)

Supplementary Table S4. Quantification of feet length experiment (Figure 1E,F)

Supplementary Table S5. Targeting region specificity analysis for human-mouse cell co-culture experiments

Supplementary Table S6. Quantification of specificity experiment (Figure 2C,D)

Supplementary Table S7. Quantification of sensitivity experiment (Figure 2G)

Supplementary Table S8. DESeq2 analysis of 96 mRNA targets in the multiplexing experiment (sorted by log2FoldChange, HMC3 vs iNGN)

Supplementary Table S9. 8-base barcodes for 96 mRNAs and 77 miRNAs in the multiplexing experiment

Supplementary Table S10. Spatial coordinates and barcode sequences of 94,175 identified amplicons

Supplementary Table S11. Gene-by-cell expression matrix for Giotto input

Supplementary Table S12. List of cell centroids for Giotto input

Supplementary Table S13. Probe cost analysis

Supplementary Table S14. Effect of probe hybridization temperature on 384-well singleplex BOLORAMIS correlation with published RNA-seq in hiPSC

Supplementary Table S15. Effect of probe ligation junction on 384-well singleplex BOLORAMIS correlation with published RNA-seq in hiPSC

SUPPLEMENTARY REFERENCES

1. Lohman,G.J.S., Zhang,Y., Zhelkovsky,A.M., Cantor,E.J. and Evans,T.C. (2014) Efficient DNA ligation in DNA-RNA hybrid helices by Chlorella virus DNA ligase. *Nucleic Acids Res.*, **42**, 1831–1844.
2. Jin,J., Vaud,S., Zhelkovsky,A.M., Posfai,J. and McReynolds,L.A. (2016) Sensitive and specific miRNA detection method using SplintR Ligase. *Nucleic Acids Res.*, **44**, e116.
3. Schneider,N. and Meier,M. (2016) Efficient In Situ Detection of mRNAs using the Chlorella virus DNA ligase for Padlock Probe Ligation. *RNA*, 10.1261/rna.057836.116.
4. Carpenter,A.E., Jones,T.R., Lamprecht,M.R., Clarke,C., Kang,I.H., Friman,O., Guertin,D.A., Chang,J.H., Lindquist,R.A., Moffat,J., *et al.* (2006) CellProfiler: image analysis software for identifying and quantifying cell phenotypes. *Genome Biol.*, **7**, R100.
5. Bray,M.-A., Vokes,M.S. and Carpenter,A.E. (2015) Using cellprofiler for automatic identification and measurement of biological objects in images. *Curr. Protoc. Mol. Biol.*, **109**, 14.17.1-13.
6. Bray,M.-A. and Carpenter,A.E. (2015) CellProfiler Tracer: exploring and validating high-throughput, time-lapse microscopy image data. *BMC Bioinformatics*, **16**, 368.
7. Alon,S., Goodwin,D., Sinha,A., Wassie,A., Chen,F., Daugharthy,E., Bando,Y., Kajita,A., Xue,A., Marrett,K., *et al.* (2020) Expansion sequencing: spatially precise in situ transcriptomics in intact biological systems. *BioRxiv*, 10.1101/2020.05.13.094268.
8. Ke,R., Mignardi,M., Pacureanu,A., Svedlund,J., Botling,J., Wählby,C. and Nilsson,M. (2013) In situ sequencing for RNA analysis in preserved tissue and cells. *Nat. Methods*, **10**, 857–860.
9. Qian,X., Harris,K.D., Hauling,T., Nicoloutsopoulos,D., Muñoz-Manchado,A.B., Skene,N., Hjerling-Leffler,J. and Nilsson,M. (2020) Probabilistic cell typing enables fine mapping of closely related cell types in situ. *Nat. Methods*, **17**, 101–106.
10. Wang,X., Allen,W.E., Wright,M.A., Sylwestrak,E.L., Samusik,N., Vesuna,S., Evans,K., Liu,C., Ramakrishnan,C., Liu,J., *et al.* (2018) Three-dimensional intact-tissue sequencing of single-cell transcriptional states. *Science*, **361**.
11. Moffitt,J.R. and Bambah,D. Molecular, spatial, and functional single-cell profiling of the hypothalamic preoptic region. *Mukku*.
12. Wang,G., Moffitt,J.R. and Zhuang,X. (2018) Multiplexed imaging of high-density libraries of RNAs with MERFISH and expansion microscopy. *Sci. Rep.*, **8**, 4847.
13. Eng,C.-H.L., Lawson,M., Zhu,Q., Dries,R., Koulana,N., Takei,Y., Yun,J., Cronin,C., Karp,C., Yuan,G.-C., *et al.* (2019) Transcriptome-scale super-resolved imaging in tissues by RNA seqFISH. *Nature*, **568**, 235–239.
14. Ståhl,P.L., Salmén,F., Vickovic,S., Lundmark,A., Navarro,J.F., Magnusson,J., Giacomello,S., Asp,M., Westholm,J.O., Huss,M., *et al.* (2016) Visualization and analysis of gene expression in tissue sections by spatial transcriptomics. *Science*, **353**, 78–82.
15. Vickovic,S., Eraslan,G., Salmén,F., Klughammer,J., Stenbeck,L., Schapiro,D., Åijö,T., Bonneau,R., Bergensträhle,L., Navarro,J.F., *et al.* (2019) High-definition spatial transcriptomics for in situ tissue profiling. *Nat. Methods*, **16**, 987–990.
16. Rodriques,S.G., Stickels,R.R., Goeva,A., Martin,C.A., Murray,E., Vanderburg,C.R., Welch,J.,

Chen,L.M., Chen,F. and Macosko,E.Z. (2019) Slide-seq: A scalable technology for measuring genome-wide expression at high spatial resolution. *Science*, **363**, 1463–1467.

How the deposited data were processed for this re-analysis (not part of the article)

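The bulk RNA-seq data cover 7 libraries of 3 kinds of cells: HMC3 cells (3 libraries), MCF7 cells (2) and PGP1 fibroblasts (2). The paper's methods describe library preparation for HMC3 cells only, from poly(A) RNA with a directional kit. Reads were aligned by the authors to GRCh38 with STAR 2.5.2b and the annotation of GENCODE 27. The counts of read pairs per gene were deposited by the authors as STAR wrote them, as whole numbers with no normalization or filter, 1 table per library with 58347 genes. Each table gives unstranded, forward-strand and reverse-strand counts, and the reverse-strand counts were used, because the forward column held 6.21% or less of the stranded read pairs in every library. The iNGN libraries and the images were not analysed here.

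Genes were joined by identifier to GENCODE 44, which gave their current symbols, positions and exon lengths. Of the 58347 genes, 770 (1.32%) had no match and took at most 0.103% of the assigned read pairs of a library. XIST and the genes of the Y chromosome were left out of all tables and tests, which left 57023 genes. A further 36 genes, whose level a common deletion or a donor's own alleles can set, were left out of the tables of single genes but not of the tests. CPM is the count divided by all assigned read pairs of the library, times 1000000. TPM was computed from the counts and the merged exon length of each gene, over all genes kept. Both are given as mean and SD over libraries.

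The read pairs assigned to genes numbered 4728973 to 6117873 in HMC3, 17988567 to 19572287 in MCF7 and 21479682 to 25584920 in PGP1 fibroblasts, 82.4% to 87.1% of the read pairs of a library. In a single library 3 counts, the limit that a count of 0 allows, came to 0.490 to 0.634 CPM in HMC3, 0.153 to 0.167 CPM in MCF7 and 0.117 to 0.140 CPM in PGP1 fibroblasts. Such limits and the intervals of ratios (95%) cover counting error only. The 10 genes with the most reads took 7.17% to 7.76% of the assigned read pairs in HMC3 and MCF7 and 13.2% in PGP1 fibroblasts, and the TMM factors were 1.10 to 1.13 and 0.755 to 0.777. No 2 libraries of a line were copies of each other, since their counts differed by more than sampling noise (chi-squared per degree of freedom 1.23 to 2.57).

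Lines were compared in R 4.3.3 with edgeR 4.0.16: filterByExpr, TMM normalization and a robust quasi-likelihood fit (glmQLFit, glmQLFTest) with 1 coefficient per line over all 7 libraries, 17281 genes tested. P-values were adjusted by Benjamini-Hochberg within each comparison, and a gene was counted as higher or lower at an adjusted p under 0.05 and a log2 fold change of at least 1 in size. Standard errors are the size of the log2 fold change divided by the square root of the F statistic, and none is given for a fold over few counts. Where a line had no count for a gene, the fold is a lower bound against 3 counts over its libraries. Where it had 1 to 3 counts, or 4 for EEF1A2 and ACTG2, the ratio of pooled CPM is given with its interval. These bounds and ratios take CPM without TMM scaling, unlike the log2 fold changes. Gene lists were tested with camera in limma 3.58.1, with its preset correlation and with an estimated correlation, adjusted over the 12 lists.

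The tests, the settings tried as alternatives, the gene lists and the rule for naming genes were set before the data were examined, apart from those marked as chosen afterwards. The rule names every gene that the paper names for these experiments and, for MCF7 and for HMC3 against PGP1 fibroblasts, the 10 protein-coding genes with the largest increase and the 10 with the largest decrease among those that passed, with at least 10 CPM in the higher line and the same direction in every pair of libraries. From each list it names up to 4 members with the largest change and up to 3 with the highest CPM. The paper's tables had been seen by then. The 12 lists hold 282 genes: microglia and macrophage markers, fibroblast and extracellular matrix genes, contractile and mural cell genes, epithelial genes, luminal breast and estrogen response genes, neuronal genes, astrocyte and oligodendrocyte markers, pluripotency genes, cell cycle genes, interferon response genes, ribosomal protein genes and cholesterol synthesis genes.

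The alternatives were DESeq2 1.42.0, RLE size factors in edgeR, no filter on low counts, a filter of at least 1 CPM in every library of a line, unstranded counts, no minimum fold change, only the libraries of the 2 lines compared, the replicate number as a block, and leaving out each library in turn. Where this left 1 library in a line, that library was taken to vary like those of the other lines. For levels they were the longest transcript in place of merged exons, CPM in place of TPM and limits of 0.1 and 10 CPM. Scaling by library totals alone was added after seeing the data. The comparison was also tested on simulated data with 100 genes changed 3-fold and 100 changed 6-fold. For the 3 pairs of lines it recovered 98, 93 and 94 of the former and 99, 100 and 99 of the latter. Another 6, 2 and 3 genes were called among 16343 to 16394 tested. All other genes had the same mean level in every line, and the dispersions were those of the fit. The simulation therefore does not test the scaling between lines that differ in many genes.

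Probe sequences were read from Supplementary Table S3 and searched for exact matches in the GENCODE 44 transcripts of their gene and, failing that, in GRCh38 up to 5000 bases from it. Values per cell and per probe were read from Supplementary Tables S2, S4, S6 and S7. The intervals of the sensitivity against smFISH are bootstrap intervals over cells with 10000 resamples. Supplementary Tables S11 to S15 and part of S10 were not in the copy used. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used for everything else.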

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

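The gene lists were set before the data were examined, while the limits used to pick single genes out of them and the test in the second paragraph below were chosen after the result was seen. Among the markers of microglia, neurons, glia and pluripotent cells, 7 genes reached at least 10 CPM in every library of a line that is not of that cell type, and at least 10 times the mean of both other lines. TMEM119, a membrane protein of microglia, stood at 148 ± 4.76 CPM (SD, n = 2) in PGP1 fibroblasts against 0.128 CPM in HMC3 and no count in MCF7. OLFML3, an extracellular protein, stood at 278 ± 1.53 CPM in PGP1 fibroblasts, 11.5 CPM in HMC3 and 1.60 CPM in MCF7. STMN2, a regulator of microtubules in growing axons, had 26.5 ± 0.109 CPM in PGP1 fibroblasts and no count in the other lines. NEFM had 12.8 ± 1.37 CPM in PGP1 fibroblasts, 0.112 CPM in HMC3 and 0.378 CPM in MCF7. In HMC3 the neuronal intermediate filament gene INA had 135 ± 7.36 CPM (n = 3), against 0.0533 CPM in MCF7 and 0.385 CPM in PGP1 fibroblasts. In MCF7 MAPT, the microtubule-associated protein tau, had 49.4 ± 1.16 CPM against 0.237 and 1.13 CPM in HMC3 and PGP1 fibroblasts, and the transcription factor gene SOX2 had 21.6 ± 1.08 CPM against 0.0574 and 0.273 CPM.

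Of the 40 iNGN-enriched targets, 7 reached 10 CPM in every PGP1 fibroblast library: CALM3, DOK5, MLLT11, NEFM, PCBP4, SALL1 and STMN2. RNA of iNGN neurons in the fibroblast libraries would bring the other abundant iNGN targets along in the proportions of the paper's baseMean. Scaled to STMN2, 6 of 12 such targets lay under 10% of the level this predicts, namely DCX with no count, PRPH at 0.0195 CPM, NHLH1 at 0.136 CPM, CRMP1 at 0.327 CPM, KIF5C at 0.377 CPM and NEFL at 0.724 CPM, which argues against that source. Expression by the fibroblasts themselves and an effect of the culture or the library batch stay open, and no biological explanation was tested.

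Of the 7 groups of 4 to 10 cells in Supplementary Tables S6 and S7, 2 held a value far from the others, both in Table S7. A cell with 1466 GAPDH spots by smFISH (n = 6) had a gap to the next cell of 0.634 of the range, above the 0.625 at which Dixon's test calls a value apart. A cell with 131 POLR2A spots by smFISH (n = 7) had 0.699, above 0.568. Chance alone gives about 1 in 20 groups such a value.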

How the results depend on the processing

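Scaling by library totals alone was chosen after the data were seen, and the other settings before. Of the log2 fold changes of named genes, the result kept its direction and its side of the threshold in 375 with DESeq2 (1 gained and 4 lost), in 379 with RLE size factors, in 376 with no filter and in 341 with library totals alone (20 gained and 19 lost). With unstranded counts 1 reversed: CRMP1, 3.39 in HMC3 against PGP1 fibroblasts, became -1.61. The cause was not tested. Over all runs that left out 1 library, 5 calls were gained and 27 lost.

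With no minimum fold change, which only widens the calls, MCF7 had 7202 genes higher and 7106 lower than PGP1 fibroblasts, HMC3 had 5885 higher and 6928 lower, and HMC3 had 6435 higher and 7138 lower than MCF7. For the other changes in counts the cause was not tested, unless fewer genes or libraries entered the test. Against PGP1 fibroblasts, library totals alone gave 5080 genes higher in HMC3, 18 cell cycle genes higher in MCF7 and 21 in HMC3, 6 ribosomal protein genes higher in MCF7, 0 lower in MCF7 and 1 higher in HMC3, and 2 astrocyte and oligodendrocyte markers higher in MCF7 and 2 lower in HMC3. A filter of 1 CPM in every library of a line left 3 microglia and macrophage markers, 4 neuronal genes, 1 pluripotency gene and 0 ribosomal protein genes lower in MCF7, and 0 pluripotency genes lower in HMC3. DESeq2 gave 2 astrocyte and oligodendrocyte markers higher and 0 ribosomal protein genes lower in MCF7, and RLE size factors also gave 0. With no filter 3 astrocyte and oligodendrocyte markers were higher and 5 pluripotency genes lower in MCF7. Only the libraries of the 2 lines gave 8 interferon response genes lower in MCF7, and for HMC3 3 microglia and macrophage markers, 3 epithelial genes, 2 astrocyte and oligodendrocyte markers and 0 pluripotency genes lower, with 1 astrocyte and oligodendrocyte marker and 6 interferon response genes higher.

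The libraries showed no sign of pairing by replicate number (correlation of deviations -0.015 to 0.044 across 9562 genes). With so few libraries per line and with counting noise in the deviations, a shared preparation cannot be excluded. With the replicate number as a block, MCF7 had 4330 genes higher and 4497 lower than PGP1 fibroblasts, HMC3 had 2770 and 3799, and HMC3 had 3552 and 3993 against MCF7. The block gave 8 interferon response genes lower in MCF7 and 2 lower in HMC3.

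Leaving out 1 library at a time gave 0 to 1 astrocyte and oligodendrocyte markers higher, 1 to 3 ribosomal protein genes higher and 0 to 1 lower in MCF7, and 1 to 3 pluripotency genes lower, 5 to 14 interferon response genes higher and 1 to 2 lower in HMC3. In HMC3, 3 iNGN-enriched targets remained at a limit of 10 CPM and the HMC3-enriched targets spanned 1271-fold by TPM. Their Pearson correlation with the paper's baseMean was 0.995 with unstranded counts and 0.995 on the linear scale, and the Spearman correlation was 0.986 with unstranded counts and 0.990 to 0.997 without 1 library. The matched signal of B18 over the mismatched one was 28.9. Depth sets the limit for absent genes, 0.180 CPM over the HMC3 libraries, and the HMC3 libraries hold fewer reads than any other.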

Differences from the paper's values

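The lowest of the 8 genes in MCF7 cells, TFRC, stood at 117 TPM here and at about 190 TPM in the paper's Supplementary Figure S5B, read by eye. Of the alternatives set before the data were examined, the longest transcript in place of merged exons gave 219 TPM, within 1.5 times the paper's value. Unstranded counts (122 TPM), CPM in place of TPM (565), and leaving out MCF7 replicate 1 (116 TPM) or replicate 2 (118 TPM) did not. The highest of the 8 genes in PGP1 fibroblasts stood at 2437 TPM here, for CALR, and at about 1300 TPM in the paper's Supplementary Figure S5D, read by eye. CALR stayed the highest and over 1.5 times the paper's value with the longest transcript (2596 TPM), with unstranded counts (2258 TPM), and without PGP1 fibroblast replicate 1 (2453 TPM) or replicate 2 (2420 TPM). With CPM in place of TPM the highest was FLNA with 3429 CPM, further from the paper's value, while CALR itself had 1550 CPM, within 1.5 times of it.

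The copies of the supplementary tables used here hold fewer probes than the paper states. Table S3 has 956 mRNA probes against the paper's 957. Table S2 has 189 mRNA probes for 75 genes against the paper's 192 for 77, and the COV over 52 of these genes was 53.6 ± 29.8% against the paper's 52.63 ± 29.46% over 53 (both SD).

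The column named TDR in Supplementary Table S4 holds the ratio of matched to mismatched signal for all 11 probe pairs, within 0.1%, and not the percentage that the methods define. One of its values, 154.9 for B20, is above 100, which a percentage of a total cannot be. For B18 the paper's table gives 28.9, and the percentage from the same amplicon counts is 96.7%. The text of the paper puts the sensitivity against smFISH slightly higher for TFRC than for GAPDH, while the cells of Supplementary Table S7 gave 11.1% for TFRC and 11.9% for GAPDH, with overlapping intervals.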

Other observations

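All tests of explanations in this part were chosen after the results they concern were seen, while the comparisons of lines and the gene lists were set before. MCF7 cells differed from PGP1 fibroblasts along epithelial, estrogen response and matrix genes. Of 26 epithelial genes 25 were higher and 0 lower in MCF7 by edgeR (0 lower at an unadjusted p under 0.05 and by DESeq2 too), among them the keratin gene KRT8 with 9830 ± 28.6 CPM (SD, n = 2) against 15.4 CPM and the cell adhesion gene CDH1 with a log2 fold change of 11.21. Camera gave adjusted p = 1.84e-13 for this list, and adjusted p = 0.158 with an estimated correlation. Of 25 luminal breast and estrogen response genes 18 were higher and 3 lower (camera adjusted p = 3.13e-06, and adjusted p = 0.0799 with an estimated correlation). TFF1, a secreted peptide induced by estrogen, had 723 ± 15.5 CPM in MCF7 and no count in PGP1 fibroblasts. By CPM without TMM scaling it was at least 11343-fold higher and the transcription factor gene GATA3 at least 18579-fold higher. The estrogen receptor gene ESR1 had 408 ± 7.13 CPM and a log2 fold change of 8.87. IGFBP4, a binding protein of insulin-like growth factors, was among the 3 lower, with 289 CPM against 1474 CPM. All 30 fibroblast and extracellular matrix genes were lower in MCF7 and 0 higher by edgeR (0 higher at an unadjusted p under 0.05 and by DESeq2 too; camera adjusted p = 1.80e-17, and adjusted p = 0.158 with an estimated correlation). The collagen gene COL1A2 had no count in MCF7 and 16672 ± 7.38 CPM in PGP1 fibroblasts, at least 208739-fold lower, and the fibronectin gene FN1 had a log2 fold change of -9.37. Of 17 contractile and mural cell genes tested 15 were lower and 1 higher (camera adjusted p = 3.13e-06, and adjusted p = 0.158 with an estimated correlation). The actin-binding protein gene CALD1 had a log2 fold change of -10.75. The smooth muscle actin gene ACTG2 was higher with 4.89, over 4 counts in PGP1 fibroblasts. Its ratio of pooled CPM was 46.4 (17.7 to 172 from counting error).

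The other lists changed in part of their members. Of all 17281 genes tested 4405 were higher and 4547 lower, so calls in many members alone do not set a list apart. Of 22 cholesterol synthesis genes 12 were higher in MCF7 cells than in PGP1 fibroblasts and 0 lower by edgeR (0 by DESeq2, and 3 at an unadjusted p under 0.05 and any size of change; camera adjusted p = 8.11e-05, and adjusted p = 0.158 with an estimated correlation). The log2 fold changes were 7.42 for TM7SF2 and 3.67 for DHCR7, which acts on the last steps of the pathway. Of 25 cell cycle genes 7 were higher and 0 lower by edgeR (0 by DESeq2, and 2 at an unadjusted p under 0.05 and any size of change; camera adjusted p = 7.95e-06, and adjusted p = 0.244 with an estimated correlation), such as the replication helicase gene MCM7 with 1.74, and 18 were higher with library totals alone. Interferon response genes went both ways, with 11 of 23 higher and 4 lower (10 and 4 when adjusted over the list alone), for example ISG15 with 2.47 and STAT1 with -1.59, and camera gave adjusted p = 0.475, and adjusted p = 0.828 with an estimated correlation. The HMC3 libraries also enter this fit. The summed CPM of the 24 listed genes had an SD of 327 there, 36.7 in MCF7 and 0.762 in PGP1 fibroblasts. With only the libraries of the 2 lines 8 interferon response genes were lower. Of 13 microglia and macrophage markers tested 3 were higher and 7 lower (adjusted p = 0.145, and adjusted p = 0.244 with an estimated correlation), and 3 were lower with a filter of 1 CPM in every library of a line. Of 15 neuronal genes 4 were higher and 9 lower (adjusted p = 0.551, and adjusted p = 0.762 with an estimated correlation), and 4 were lower with that filter. Of 7 astrocyte and oligodendrocyte markers SLC1A2 was higher, with a log2 fold change of 1.16, and 4 were lower (adjusted p = 0.309, and adjusted p = 0.394 with an estimated correlation), and without PGP1 fibroblast replicate 1 SLC1A2 no longer passed, while 2 were higher with DESeq2 or library totals alone and 3 with no filter. Of 8 pluripotency genes 4 were higher and 3 lower (adjusted p = 0.485, and adjusted p = 0.676 with an estimated correlation), and 1 was lower with the filter of 1 CPM and 5 with no filter. Of 28 ribosomal protein genes RPS3 (1.23) and RPL13 (1.01) were higher and RPL19, with 457 CPM against 634 CPM before TMM scaling, was lower (adjusted p = 0.410, and adjusted p = 0.828 with an estimated correlation). RPL13 and RPL19 sit at the limit: 1 gene was higher without MCF7 replicate 2 or PGP1 fibroblast replicate 1, and 0 was lower without MCF7 replicate 1 or PGP1 fibroblast replicate 2, with DESeq2, with RLE size factors or with the filter of 1 CPM. Library totals alone gave 6 higher and 0 lower. Unless another count is given, the counts of a list were the same when adjusted over the list alone.

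HMC3 cells carried many matrix genes of fibroblasts at lower levels, and few markers of microglia. Of 17281 genes tested, 2915 were higher and 3963 lower in HMC3 than in PGP1 fibroblasts. Against MCF7 3710 were higher and 4226 lower. Library totals alone moved the median log2 fold change against PGP1 fibroblasts by 0.55 and gave 5080 genes higher and 2735 lower, so that the share of higher genes among those called went from 42.4% to 65.0% and the balance turned. Of 32 microglia and macrophage markers 5 exceeded 1 CPM in every HMC3 library: the lysosomal enzyme gene HEXB with 140 ± 10.3 CPM (SD, n = 3), the phagocytic receptor gene MERTK with 19.3 ± 1.94 CPM, OLFML3 with 11.5 ± 1.47 CPM, TLR4, and CSF1R, the receptor of colony-stimulating factor 1, with 2.21 ± 0.534 CPM. In MCF7 and in PGP1 fibroblasts 5 of the 32 exceeded it too, with HEXB at 123 and 128 CPM. AIF1, P2RY12, CX3CR1, TYROBP, SPI1 and the complement genes C1QA, C1QB and C1QC had no count in any HMC3 library, which allows up to 0.180 CPM, and TREM2 had 4 counts in all. Levels in the microglia of a brain were not available for comparison. Of the 13 markers tested 2 were higher and 6 lower than in PGP1 fibroblasts (camera adjusted p = 0.411, and adjusted p = 0.563 with an estimated correlation), with MERTK higher by a ratio of 301 (102 to 1465 from counting error) over 3 counts in PGP1 fibroblasts, and with only the libraries of the 2 lines 3 were lower. Of 30 fibroblast and extracellular matrix genes 28 were lower and 0 higher in HMC3 by edgeR (0 higher at an unadjusted p under 0.05 and by DESeq2 too; camera adjusted p = 1.08e-17, and adjusted p = 0.306 with an estimated correlation). COL3A1, DCN and PRRX1 had no count in HMC3 and were at least 20174-fold, 2449-fold and 2595-fold lower. FN1, at 39136 ± 2236 CPM in HMC3 and 40911 ± 812 CPM in PGP1 fibroblasts, did not reach the limit, and COL1A2 had 607 ± 25.9 CPM and a log2 fold change of -5.33. The most increased genes included the sialyltransferase gene ST6GAL2 with 174 ± 10.4 CPM, the kinase gene NRK with 177 ± 2.67 CPM and the transcription factor gene HNF1B with 88.8 ± 3.36 CPM. Each had no count in PGP1 fibroblasts. By CPM without TMM scaling they were at least 2711-fold, 2777-fold and 1389-fold higher. The cell adhesion gene L1CAM had 317 ± 6.90 CPM in HMC3 and 2 counts in PGP1 fibroblasts, a ratio of 7441 (2059 to 61458).

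Of 22 cholesterol synthesis genes 19 were higher and 0 lower in HMC3 than in PGP1 fibroblasts by edgeR (0 lower at an unadjusted p under 0.05 and by DESeq2 too; camera adjusted p = 2.45e-12, and adjusted p = 0.141 with an estimated correlation), with log2 fold changes of 6.54 for TM7SF2, 3.77 for DHCR7 and 2.48 for the squalene synthase gene FDFT1. Of 25 cell cycle genes 11 were higher and 0 lower by edgeR (0 by DESeq2, and 2 at an unadjusted p under 0.05 and any size of change; camera adjusted p = 4.42e-09, and adjusted p = 0.306 with an estimated correlation), such as the ubiquitin-conjugating enzyme gene UBE2C with 2.05, and 21 were higher with library totals alone. Of 26 epithelial genes 11 were higher and 5 lower (adjusted p = 0.115, and adjusted p = 0.455 with an estimated correlation), with KRT18 at 4.02 and KRT19 at -8.15, and 3 were lower with only the libraries of the 2 lines. Of 17 contractile and mural cell genes 2 were higher and 9 lower (camera adjusted p = 0.0139, and adjusted p = 0.386 with an estimated correlation). The leiomodin gene LMOD1 was at -5.78 and ACTG2 at 6.07, over 4 counts in PGP1 fibroblasts. The ratio of pooled CPM for ACTG2 was 106 (40.5 to 394 from counting error). Luminal breast and estrogen response genes split evenly, 6 of 25 higher and 6 lower, with a median log2 fold change of -0.10 and a mean of 0.14 (adjusted p = 0.686, and adjusted p = 0.780 with an estimated correlation). Of 15 neuronal genes 4 were higher, such as INA with 7.90, and 9 lower (adjusted p = 0.434, and adjusted p = 0.570 with an estimated correlation). Of 7 astrocyte and oligodendrocyte markers 2 were higher, such as the glutamate transporter gene SLC1A3 with 1.27, and 4 lower (adjusted p = 0.851, and adjusted p = 0.856 with an estimated correlation), with 1 higher and 2 lower in a fit of only the 2 lines and 2 lower with library totals alone. Of 8 pluripotency genes 3 were higher, such as DNMT3B with 1.34, and 3 lower, or 1 lower without PGP1 fibroblast replicate 2 and 0 lower with the filter of 1 CPM or only the libraries of the 2 lines (median 0.12 and mean -0.86; adjusted p = 0.686, and adjusted p = 0.820 with an estimated correlation). Of 28 ribosomal protein genes 0 were higher or lower by edgeR and by DESeq2, while at an unadjusted p under 0.05 and any size of change 8 were higher and 17 lower (adjusted p = 0.434, and adjusted p = 0.856 with an estimated correlation), and library totals alone gave 1 higher.

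Interferon response genes were higher in HMC3 replicate 3 than in replicates 1 and 2. Of the 24 listed genes 22 had their highest CPM in replicate 3, and their summed CPM was 391 and 456 in replicates 1 and 2 and 987 in replicate 3, for example IFIT1 with 17.6, 22.0 and 87.4 CPM. Against PGP1 fibroblasts 10 of 23 were higher and 1 lower in HMC3 (8 and 1 when adjusted over the list alone; camera adjusted p = 0.0298, and adjusted p = 0.780 with an estimated correlation), and the 10 became 14 without HMC3 replicate 1, 9 without replicate 2 or replicate 3, 5 without PGP1 fibroblast replicate 1, 6 without replicate 2 and 6 with only the libraries of the 2 lines, while the 1 became 2 without HMC3 replicate 3. Counting noise at this depth is argued against, since 21 of 23 genes with counts were higher in replicate 3 by an exact binomial test at an adjusted p under 0.05. The spread that single genes show independently between HMC3 libraries is argued against too. The median log2 ratio of the list was 1.23, and the highest of 10000 random lists of genes at the same levels was 0.20. Those lists drew genes independently, so they cannot exclude an ordinary drift that co-regulated genes share between libraries. RNA of the other lines is also argued against, since 12 of 24 genes lay over 1.5 times above every other library group. A difference between cultures or library batches stays open, and no biological explanation was tested.

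The paper's baseMean stood at a nearly constant multiple of the mean reverse-strand count of HMC3 for the 30 targets with a log2 fold change of at least 6. If the paper's counts were those of the reverse strand, this ratio would hardly vary, and the SD of its log2 was 0.0108. With unstranded counts it was 0.184, which argues against those as the paper's counts. The strand column the authors used is not named in the paper's text.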
